# Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared *Bombyx mori* Hybrids

**DOI:** 10.3390/insects16030243

**Published:** 2025-02-26

**Authors:** Ma. Ysabella Elaine D. Conde, Jose Planta, Ma. Anita M. Bautista

**Keywords:** *Bombyx mori*, silkworm, transcriptome analysis, RNA sequencing, differential gene expression, heterosis, hybridization

## Abstract

In the Philippines, *Bombyx mori* parental strains Lat21 and B221 are crossed to yield NC144 and CN144, which demonstrate hybrid vigor. The molecular basis of the observed vigor in the hybrids is warranted, as it may assist in improving local sericulture programs. This study, therefore, aims to investigate the basis of hybrid vigor and generate molecular resources through whole-silkworm larvae transcriptome sequencing, assembly, and analysis. Differential gene expression was also conducted among the parental strains and hybrids. Assembly of the pre-processed reads was also performed using de novo and reference-based protocols. As expected, the reference-based assembly was better than de novo, based on E90N50, N50, and BUSCO assembly completeness metrics. The Analysis of the differentially expressed genes (DEGs) revealed 202 upregulated and 182 downregulated genes in the hybrids (with the parents as the reference) and 66 upregulated and 753 downregulated genes in NC144 (with CN144 as the reference). Among these were genes encoding heat shock proteins and antimicrobial peptides, which may serve as markers for marker-assisted breeding. The genes were further validated using quantitative real-time PCR. Moreover, the inducible nature of these genes under stressors like extreme temperature and bacterial exposure suggests their potential as diagnostic tools for stress assessment.

## Simple Summary

Hybridization among Philippine-reared *Bombyx mori* strains is a common practice locally and is aimed at producing hybrids that exhibit improved silkworm traits and hence enhanced performance due to the phenomenon of heterosis. Despite the observed improvements in these hybrids, the underlying molecular mechanisms responsible for the enhanced traits remain largely unexplored. This study seeks to address this knowledge gap through sequencing, assembly, and annotation of the transcriptomes of parental and hybrid *B. mori* strains reared in the Philippines. Differentially expressed genes (DEGs) were also identified to find genes associated with desirable traits, including disease resistance, tolerance to extreme temperatures, and high silk production. The identification of these genes holds significant potential, as they may serve as molecular markers for silkworm core germplasm selection and marker-assisted breeding, thereby increasing the efficiency of breeding programs aimed at improving strain performance.

## 1. Introduction

The mulberry silkworm, *Bombyx mori* of the Bombycidae family [1], is one of the few fully domesticated insects worldwide [2]. Their cocoons are a source of the silk fabric, known for its luxurious appearance, superior mechanical properties, and biocompatibility [3]. Sericulture, or the practice of rearing silkworms for silk production, has a huge potential to generate livelihood as it requires minimum investment, involves silkworms with a low gestation period, has high employment potential, and is highly profitable [4]. Unfortunately, silk production in the Philippines is only conducted on a small scale, with the country producing only one ton of silk in a year [5]. To meet the local demand for 10 tons of silk [5], there must be an increase in the supply of good-quality cocoons. Different factors, including genetic constitution, can influence economically important properties like growth rate, cocoon size, silk filament quality, and disease resistance [2,6]. Sericulturists and agriculturists typically employ hybridization to produce an F1 generation with improved traits due to a natural phenomenon known as heterosis or hybrid vigor [7,8]. Previous studies have shown that silkworm heterosis produces more productive, robust, and easily reared hybrids than their parents [9]. This can result in a significant improvement in silk yield and quality.

Unlike other silk-producing countries, the Philippines has no native silkworms. The country’s silkworm germplasm collections, which are housed in rearing facilities in La Union (Ilocos Region, Region 1), Benguet (Cordillera Administrative Region), and Misamis Oriental (Northern Mindanao, Region X), consist of introduced strains from other silk-producing countries like China, India, and Japan [10]. Because these strains are not native to the Philippines, their ability to produce cocoons may also be impacted as this highly depends on environmental conditions like temperature and relative humidity [6]. This highlights the need for genetic studies on Philippine-reared *B. mori* strains in the country’s germplasm collection.

In rearing facilities across the Philippines, introduced strains maintained through years of backcrossing and inbreeding are used for hybridization. Lat21 and B221, which were both from the Kumamoto prefecture in Japan, are two strains regularly used for producing commercial hybrids in the rearing facility of the Department of Science and Technology-Cordillera Administrative Region (DOST-CAR), La Trinidad, Benguet. Crossing these two strains resulted in hybrids performing better than their parents under local conditions, with improved traits like tolerance to extreme temperatures, disease resistance, hatching percentage, fecundity, cocoon filament length, and cocoon yield [11]. For these reasons, local sericulturists in CAR prefer to regularly culture and distribute these hybrids from Philippine-reared Lat21 and B221.

Since hybrids inherit their genetic material from their parents, no new genes are produced. This suggests that the observed hybrid vigor is attributed to changes in gene expression or gene modifications [12]. To understand the basis for these changes, transcriptomics, a technique commonly used for studying complex traits such as silk production, can be utilized [12]. This method provides insight into the functional elements of the genome [13], collectively referred to as the transcriptome [14].

This study aims to investigate the effects of hybridization on the transcriptome of the Philippine-reared parental strains Lat21 and B221, sourced from the DOST-CAR Sericulture Facility in La Trinidad, Benguet, along with their corresponding hybrid lines, NC144 (Lat21♀ × B221♂) and CN144 (B221♀ × Lat21♂). Given that silk yield and other economically important traits are inherently complex, transcriptome analysis will provide insights into the genes, biological pathways, and molecular mechanisms contributing to the observed hybrid vigor. By examining the transcriptomes, this study will elucidate how hybridization influences gene expression and the overall metabolic pathways in these silkworm strains.

The outcomes of this research are expected to yield critical insights into the genetic basis of heterosis within Philippine *B. mori* strains. Furthermore, this knowledge will contribute to developing strategies that utilize molecular markers, thereby promoting sustainable sericulture practices. Such advancements will not only enhance the productivity of silkworm breeding programs but will also ensure the economic viability of the sericulture industry in the Philippines.

## 2. Materials and Methods

### 2.1. Sample Collection and Preservation

The Philippine-reared parental strains Lat21 and B221 from the DOST-CAR Sericulture Facility silkworm germplasm in La Trinidad, Benguet, were reciprocally crossed to produce two hybrid lines: NC144 (Lat21♀ × B221♂) and CN144 (B221♀ × Lat21♂). Rearing of the parental strains was conducted first from November to December 2021 and larvae that were not collected for RNA-seq were subsequently hybridized. Eggs resulting from the cross between these two parental strains were then reared in the succeeding cycle, from June to July 2022, leading to the production of the F1 hybrids NC144 and CN144.

Silkworm samples for both parental and hybrid strains were reared in DOST-CAR, La Trinidad, Benguet (Coordinates: 16.45846597579819, 120.58826862840532). A relative humidity of 80 to 85% and a temperature of 26 to 28 °C were maintained from 1st to 3rd instar, and a relative humidity of 75 to 80% and a temperature of 22 to 24 °C from 4th to 5th instar. During the rearing period, the silkworms were fed mulberry leaves three times per day, specifically in the morning, afternoon, and evening.

Three (3) unsexed individuals from each strain were collected on the third day of the fifth instar, after the first round of feeding for the day. These were then transported to the National Institute of Molecular Biology and Biotechnology, Ma. Regidor Street, University of the Philippines Diliman, Quezon City, where they were preserved via flash-freezing in liquid nitrogen and stored at −80 °C.

### 2.2. RNA Extraction, Library Preparation, and Sequencing

Total RNA was extracted from whole-silkworm samples using TRIzol reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA). Three individual silkworm larvae per strain were carefully dissected to remove plant and waste materials from their digestive system and then washed with cold 1X PBS. This was performed on ice to maintain the integrity of the samples. Homogenization of the silkworm tissue was performed immediately afterward using a mortar, pestle, and liquid nitrogen.

The resulting RNA extracts were treated with Turbo DNAse (Ambion, Life Technologies, Carlsbad, CA, USA) and purified using the RNA Clean and Concentrator kit (Zymo Research, Irvine, CA, USA). The quality and purity of the total RNA extracts were assessed via agarose gel electrophoresis (AGE) and a Qubit RNA BR Assay (Thermo Fisher Scientific, Waltham, MA, USA). Extracts were also analyzed using the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) to determine the RNA Integrity Number (RIN). RNA samples with RIN ≥ 6.9 were used for library preparation and sequencing.

The TruSeq Stranded RNA kit (Illumina, San Diego, CA, USA) was used for library preparation, with 80 to 189 ng of RNA as the input. A total of 12 libraries were prepared (4 strains × 3 bioreplicates), which were then diluted, pooled, spiked with 1% PhiX, and denatured. The resulting denatured library was loaded for sequencing in the Novaseq 6000 Sequencing System (Illumina, San Diego, CA, USA) at the Philippine Genome Center, University of the Philippines.

### 2.3. Bioinformatics Analysis

Sequencing reads were subjected to quality assessment and trimming using FastQC (v0.12.1) [15] and fastp (v0.23.4) [16], and only good-quality reads (Phred score ≥ 30) were retained. This was followed by alignment to the *B. mori* reference genome (NCBI GCF_030269925.1) using the spliced aligner STAR (v2.7.11) [17]. Once alignment was completed, reference-based assembly using StringTie (v2.2.3) [18] was performed, alongside de novo assembly using Trinity (v2.15.1) [19]. Evaluation of the resulting assemblies was then performed using BUSCO (v5.6.1) [20] and Trinitystats.pl (Trinity v2.15.1), after which the quantification of gene expression was performed using featureCounts (Subread Package v2.0.6) [21].

Differential gene expression analysis was conducted using the DESeq2 package (v1.44.0) [22] in R Studio (v2024.04.2 + 764) [23]. Analysis was focused on the identification of upregulated and downregulated genes in two contexts: first, between the hybrids and their parental strains, and second, among the two hybrids themselves. This was performed to determine the genes that possibly contribute to differences in economically important traits such as disease resistance, tolerance to extreme temperatures, and high silk production. Furthermore, comparing the DEGs between the hybrids allows for the identification of genes associated with these economically important traits. DEGs were visualized using heat maps and volcano plots in R Studio and then annotated using BLAST and the NCBI nr database. Additionally, the DEGs were submitted to g:Profiler (version e111_eg58_p18) [24] for gene ontology (GO) enrichment analysis.

### 2.4. Quantitative Real-Time PCR Validation of Gene Expression

Representative genes were selected for qPCR validation from the list of differentially expressed genes. These were selected from the top DEGs based on two criteria: their adjusted *p*-values (*p*adj), with the threshold set at 0.1, and on potential relevance or importance to the silk industry (e.g., disease resistance, tolerance to extreme temperatures, and high silk production) from the existing literature. Primers targeting these genes were then designed using Primer-BLAST (NCBI) and PrimerQuest (Integrated DNA Technologies, Inc., Coralville, IA, USA), based on their corresponding sequences derived from the transcriptome assembly.

Aliquots of RNA used for library preparation and sequencing were normalized to 1000 ng and synthesized into cDNA using the ProtoScript^®^ II First Strand cDNA Synthesis Kit (New England Biolabs, Ipswich, MA, USA). Synthesized cDNA samples were then used as templates for qPCR validation.

To test the efficiency of these primers, standard curves were first generated using pooled cDNAs normalized to 20 ng/μL, which were then used to prepare a ten-fold dilution series; these dilutions ranged from 40 pg to 40 ng. For succeeding qPCR assays for gene expression analysis, 40 ng of cDNA was used.

Each of the 10 μL qPCR reactions contained 5 μL of 2X SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad, San Francisco, CA, USA), 0.25 μM each of forward and reverse primer, 2 μL of cDNA, and 2.5 μL of nuclease-free water (NFW). Using the Bio-Rad CFX Opus Real-Time PCR System, these reactions were then subjected to the following conditions: 50 °C for 10 min, 95 °C for 5 min, and 40 cycles of 95 °C for 10 s and 60 °C for 30 s, followed by a melt curve assay from 95 °C to 65 °C in 0.5 °C stepwise increments.

The relative expression level of each gene was calculated using the Pfaffl method, which uses the expression level of the reference gene, in this case, rp49, as a normalization factor for expression data and considers the efficiencies of the primers used [25]. These results were then graphed using GraphPad Prism 10, which was also used for statistical analysis. One-way ANOVA was conducted to compare the DEGs between the parents (Lat21 and B221) and hybrids (NC144 and CN144), followed by Tukey’s multiple comparison test to determine significance between every sample group (*p* = 0.05). Meanwhile, the DEGs between the two hybrids were compared using the unpaired *t*-test.

## 3. Results and Discussion

### 3.1. RNA Sequencing and Pre-Processing of Raw Reads

Total RNA samples with RIN ≥ 6.9 were used for the preparation of libraries using the TruSeq Stranded RNA kit (Illumina, San Diego, CA, USA). These libraries had sizes ranging from 283 to 314 bp based on the Agilent TapeStation results (Figure S1 and Table S1). The sequencing run on the Novaseq 6000 Sequencing System used the standard workflow, with 300 cycles for the 450 pM library containing a 1% PhiX spike-in. This yielded 301.1 Gb reads, 92.2% of which passed the Q30 filter, and had an 80.52% cluster passing filter based on the Novaseq 6000’s machine output.

A closer inspection of the statistics for the raw demultiplexed reads (Table S2) using fastp showed that there were enough reads coming from each replicate to be used for assembly, with the number of reads ranging from 127 to 210 million prior to filtering. Based on FastQC results, a portion of these reads fell below the Q30 threshold and were excluded from the analysis. Clean reads were obtained by trimming and filtering using fastp, which also included the trimming of adapters, poly-G, and poly-X tails. After trimming, 85–95% of raw reads (115–200 M reads) passed the filters, allowing for downstream analysis.

### 3.2. Bioinformatics Analysis

#### 3.2.1. Read Mapping to the Reference Genome

The reference genome for *Bombyx mori* (NCBI GCF_030269925.1), along with its corresponding GTF file, were downloaded from NCBI, https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_030269925.1/ (accessed on: 11 October 2023), and used to prepare a genome index for mapping using the splice-aware aligner STAR. Two-pass mapping was conducted to allow more spliced reads to map novel junctions [17]. It collected the junctions detected during the first-pass mapping and included them as “annotated” junctions during the second-pass mapping. The different STAR parameters were also optimized to yield the best mapping statistics. Parameters that were adjusted included “--outFilterMismatchNmax”, to allow for more mismatches during mapping, and “--outFilterMultimapNmax”, so that reads with multiple alignments were considered unmapped [26]. The resulting statistics for the mapping conducted using the optimized parameters (“--outFilterMismatchNmax 15” and “--outFilterMultimapNmax 40”) are presented in Table S3.

Table S3 shows that 8.09–14.5% of the reads do not map to the reference genome. However, of the total number of reads successfully mapped to the reference, 38.55–46.88% were uniquely mapped, meaning that multimappers accounted for almost half of the total mapped reads. These multimappers were included in the downstream analysis to avoid bias against genomic features with repetitive sequences or high sequence similarity, which can lead to underrepresentation [27].

#### 3.2.2. Transcriptome Assembly and Evaluation

The resulting mapped reads were then merged and sorted using SAMtools. After sorting, the mapped reads were used for reference-based assembly using StringTie. In addition, de novo assembly using Trinity was also conducted.

Both reference-based and de novo assemblies were then assessed using the Benchmarking Universal Single-Copy Orthologue (BUSCO) tool and Trinity statistics measures (trinitystats.pl, align_and_estimate_abundance.pl, abundance_estimates_to_matrix.pl, and contig_ExN50_statistic.pl). BUSCO measures the completeness and redundancy of an assembly based on how many single-copy orthologs or “universal genes” from their corresponding taxonomic group are present [20]. The general rule of thumb for transcriptome assemblies is that they must have a BUSCO completeness of at least 80% to be considered good quality [28].

Before conducting a BUSCO assessment, it is recommended that isoforms be filtered from the assembly; otherwise, these isoforms are counted as duplicated BUSCOs [20]. One of the ways to achieve this is by including only the longest isoform for each transcript in the analysis. Since it is recommended to include all isoforms in other downstream analyses, a separate assembly with only the longest isoforms was created specifically to check the completeness based on BUSCO. This was performed using a Python (ver. 3.7.12) script [29] for the reference-based assembly, while the get_longest_isoform_seq_per_trinity_gene.pl script of the Trinity Package was used for the de novo assembly.

As shown in Table 1, both assemblies had BUSCO completeness scores greater than 80%. However, more complete BUSCOs were identified in the reference-based assembly from StringTie. Of these complete BUSCOs, the majority were also single copies instead of duplicates, suggesting that the filtering of isoforms was successful.

Aside from BUSCO, other contig statistics of the two assemblies were also compared (Table 1). These results show that de novo assembly yielded more transcripts; however, the N50 of the reference-based assembly was higher at 4669 compared to 1220 for the de novo assembly. The N50 value refers to the sequence length wherein half of the contigs in the assembly are at least this length [28]. In most cases, the length of a transcript does not correlate to its expression level. Because of this, another metric for assessing the assembly, known as ExN50, was used.

The ExN50 statistic is more appropriate for transcriptome assemblies since it only considers the most highly expressed genes representing x% of the total normalized expression data [28]. This prevents biases that may arise due to short, lowly expressed transcripts and long isoforms from highly expressed transcripts. One of the most crucial ExN50 values for assessing transcriptome assemblies is the E90N50 or the N50 value based on the transcripts, representing 90% of the expression data [30]. For this metric, the reference-based assembly is better than the de novo assembly, with E90N50 values of 3184 and 1701, respectively. The reference-based assembly should be used for downstream analyses since it yielded better results in three of the four metrics assessed (Table 1).

#### 3.2.3. Expression Quantification, Normalization, and Differential Expression Analysis

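Each of the 12 libraries was prepared from the total RNA of 1 unsexed larva on day 3 of the fifth instar, with 3 larvae from each of the parental strains Lat21 and B221 and each of their reciprocal hybrids NC144 (Lat21 female × B221 male) and CN144 (B221 female × Lat21 male). The contents of the gut were removed and the rest of the larva was homogenized, so each value is an average over the tissues of the body. The authors aligned the trimmed reads of these stranded libraries with STAR and counted them with featureCounts 2.0.6 in reverse-stranded mode. A read that aligned to several places added a fraction of a count at each place, and a read that overlapped several genes was assigned to all of them. The deposited values are therefore estimated counts that need not be whole and are not normalized. In the table of 18129 genes, 78.4% of the values were not whole, and for 8044 genes (44.4%) the value was not whole in all 12 libraries, so the levels of genes that share reads with a near-identical copy are uncertain. The summed counts per library ranged from 50502328 to 64620103 (median 59811171) in Lat21 and from 31723876 to 54626434 (median 50992103) in B221. They ranged from 38380383 to 61370555 (median 54637878) in NC144 and from 39689333 to 49200360 (median 40546046) in CN144. The 132 genes annotated as ribosomal RNA took between 45.0% and 56.6% of the counts of a library. For the tests, the counts were rounded to whole numbers, genes with too few counts were left out by the filterByExpr function of edgeR 4.0.16, and libraries were scaled by its trimmed mean of M-values (TMM). The TMM factor, which is low where most genes take a small part of the summed counts, was 1.33 ± 0.053 (SD, n = 3) in NC144 and 0.653 ± 0.289 (SD, n = 3) in CN144, a difference at the smallest two-sided p that 3 larvae against 3 allow (exact permutation test, p = 0.1). Levels are given as CPM after this scaling. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and the Wald test of DESeq2 that the paper used was run beside it. Positions are those of NCBI RefSeq for the assembly the reads were aligned to.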

To determine the gene-level counts per strain based on their corresponding BAM files and the reference annotation file, featureCounts was used. For this, multimappers were counted as fractions for each instance that they were assigned to a feature. This reduces the chances of overestimating the gene-level counts by splitting the total count between each alignment while better representing each RNA biotype [31]. Presented in Table S4 are the results of the featureCounts when multimappers are included in the analysis. As shown, a total of 1.09 B assigned reads can be utilized for downstream analysis using DESeq2.

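Table S4 lists between 623807188 and 1092997767 assigned reads per library, as the paper's values, with the highest number in NC144-2. The summary of featureCounts counts every alignment of a multimapping read, whereas the deposited table gives each alignment only its fraction. The fractional counts summed to 596100570 over the 12 libraries and all genes. For a single library, the number in Table S4 was between 15.3 and 19.7 times the summed fractional count, with a median of 17.7. The differential expression tests used the fractional counts. From the numbers in Table S4, alignments that met no annotated feature made up 35.1% ± 2.37 (SD, n = 3) of those assigned or without a feature in Lat21, 37.7% ± 5.21 in B221, 35.2% ± 5.23 in NC144 and 45.5% ± 5.70 in CN144. The difference between NC144 and CN144 was not larger than other groupings of the 6 larvae give (exact permutation test, two-sided p = 0.2).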

Differential expression analysis was conducted twice using DESeq2, once to compare the hybrids with their parents and next to compare the two hybrids. Prior to differential expression analysis, DESeq2 was used to normalize the gene-level counts so that changes in expression level, sequencing depth, and RNA composition were accounted for [32]. There are various methods that consider different factors for normalization, such as counts per million (CPM), transcripts per kilobase million (TPM), and reads/fragments per kilobase of exon per million reads/fragments mapped (RPKM/TPKM). All these methods are not recommended if comparisons are to be conducted between samples due to their biological differences [33]; therefore, it was best to use DESeq2’s median of ratios method for this study [32]. This method works by dividing the counts by sample-specific size factors determined by the median ratio of gene counts relative to the geometric mean per gene. Once normalized, read counts are also log2 transformed to give a better range for the comparison of RNA expressions.

Differential gene expression analysis was then conducted in DESeq2 using the normalized and transformed read counts. Again, DGE analysis was performed (1) between the parents and hybrids and (2) between the two hybrids. For the first set, parental strains were set as the reference condition and hybrid strains as the contrast. On the other hand, the comparison between the two hybrids considered CN144 as the reference and NC144 as the contrast.

Changes in gene expression between different conditions were measured as fold change and were checked for significance using the Wald test [22]. Since the Wald test does not account for the multiple testing problem brought about by the numerous steps involved in RNA-seq analysis, the resulting *p*-values must be adjusted. This can be achieved by following the procedure of Benjamini and Hochberg [34], which is already included in the DESeq2 package [22]. Genes whose adjusted *p*-values (*p*adj) were less than 0.1 were considered differentially expressed. 

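In the comparison of the 6 hybrid with the 6 parental larvae, 12572 genes had enough counts to be tested. Of these, 796 had an adjusted p under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.00389. Without adjustment, 2194 genes had a p under 0.05, where 629 would be expected by chance. The count fell to 415 at an adjusted p under 0.05, and it rose to 1419 with the DESeq2 Wald test. With each larva left out in turn, it lay between 441, without B221-3, and 769, without NC144-1. The libraries of the 2 groups did not overlap for 3.52% of the genes tested, where chance gives 0.216%. In the comparison of the 3 NC144 with the 3 CN144 larvae, 12376 genes were tested and 0 had an adjusted p under 0.1, the smallest being 0.268. At an unadjusted p under 0.05 there were 1821 genes, where 619 would be expected by chance, and 23.6% of the genes did not overlap between the 2 hybrids, 1564 of them higher and 1351 lower in NC144, where chance gives 10%. The DESeq2 Wald test on the same 6 libraries called 959 genes.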

With this threshold, the number of differentially expressed genes (DEGs) identified was 1419 when comparing parents and hybrids and 959 when comparing CN144 and NC144.

Differentially expressed genes were also visualized using heat maps to provide an overview of the changes in gene expression among the samples. Figure 1A shows two major clusters that can be observed based on gene expression: (1) for the two parental strains Lat21 and B221, and (2) for the two hybrid strains NC144 and CN144. 

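The genes called between hybrids and parents placed the 6 parental larvae in one cluster and the 6 hybrid larvae in the other, by average linkage on the correlation of log2 CPM. These genes were chosen for a difference between the 2 groups. Over all 13449 genes tested with the 4 strains, the first division set Lat21-3 and CN144-3 apart from the other 10 larvae. The first principal component of all genes held 29.0% of the variance and the second 19.5%, and neither separated parents from hybrids beyond other groupings of the 12 larvae (exact permutation test, two-sided p = 0.647 and 0.742). The third held 11.8% and separated them at the smallest p that 6 larvae against 6 allow (exact permutation test, two-sided p = 0.00216, adjusted over the 3 components 0.00649).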

Meanwhile, Figure 1B shows separate clusters for the NC144 and CN144 samples. 

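Over the genes that DESeq2 called between the hybrids, of which 953 were among the genes tested with the 4 strains, average linkage separated the 3 NC144 larvae from the 3 CN144 larvae. Over all of the genes tested, the same method placed NC144-1, NC144-3 and CN144-2 in one cluster and NC144-2, CN144-1 and CN144-3 in the other.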

There also seems to be a relatively equal distribution of upregulated and downregulated genes between the two clusters in Figure 1A, while Figure 1B shows that NC144 samples express more downregulated genes compared to CN144.

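Among the genes called between hybrids and parents, 320 were upregulated and 476 downregulated in the hybrids. The upregulated share was 40.2%. It was 46.3% with RLE size factors in place of TMM (373 upregulated and 433 downregulated) and 47.6% with DESeq2 (676 and 743). The balance depended on single CN144 larvae, since the upregulated share was between 56.0% and 60.5% in each of the 3 fits that left one of them out, and 462 genes were upregulated and 302 downregulated without CN144-3. Between the hybrids, 697 genes were higher and 1124 lower in NC144 at an unadjusted p under 0.05. At this threshold, 905 genes were lower in NC144 with a log2 fold change under −1, against 177 with a log2 fold change over 1. With each hybrid larva left out in turn, between 306 and 606 genes were higher and between 709 and 1329 lower at an unadjusted p under 0.05. The lower genes outnumbered the higher ones in each of these fits. DESeq2 called 149 genes upregulated and 810 downregulated in NC144, and 118 and 569 when CN144-3 was left out.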

Although all samples follow the trend of genes that are upregulated or downregulated depending on the strain, variations are still observed when it comes to the degree of fold change in expression. This is especially evident for NC144-1 in Figure 1A and CN144-3 in Figure 1B, which appear more intense based on the color scale for normalized gene expression, wherein the more intense red corresponds to higher expression and the more intense blue to lower expression. 

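As a measure of intensity, the level of each called gene was expressed as a z-score across the larvae, and the mean of its absolute value was taken per larva. Over the genes called between hybrids and parents, this mean was 1.18 in NC144-1, the highest of the 12 larvae, and 0.935 in Lat21-1, the next highest. Over the genes that DESeq2 called between the hybrids, it was 1.37 in CN144-3, against 0.877 in NC144-2, the next highest of the 6. CN144-3 also had the lowest TMM factor of the 12 libraries, 0.347, and the fewest genes with a count, 14643.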

Changes like these can be attributed to biological factors not considered in this study, such as single nucleotide polymorphisms, allelic variations, and genetic mutations within individuals of the same strain [8].

From the DEGs identified in the comparison between parents and hybrids, and between the two hybrids, respectively, only those that passed the filter |log2FoldChange| > 1 were considered for downstream analysis, including annotation and gene ontology enrichment analysis. The filter used means that only the genes with a fold change value greater than 2 were considered differentially expressed, which follows the typical cut-off of 2 or 1.5 for fold change analysis [35]. Volcano plots (Figure 2) were used to visualize the distribution of genes with respect to their *p*adj and fold change values. From the numerous genes that were analyzed, many had fold change values between −1 and 1 or *p*adj values greater than 0.1 (gray points). However, many genes were still able to pass both filters (blue and red points). Points corresponding to the DEGs selected for qPCR validation are labeled. A summary of the primers designed for qPCR use, along with one housekeeping gene from the literature [36], is presented in Table 2.

The total number of DEGs that passed the filter set at *p*adj < 0.1 and |log2FoldChange| > 1 was 384 for the parents vs. hybrids (202 upregulated and 182 downregulated in hybrids), and 819 genes for CN144 vs. NC144 (66 upregulated and 753 downregulated in NC144).

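With an absolute log2 fold change over 1 in addition, edgeR's quasi-likelihood test called 102 genes upregulated and 133 downregulated in the hybrids. Across the 12 fits that each left out one larva, the upregulated genes numbered between 64, without Lat21-1, and 142, and the downregulated between 88, without B221-2, and 149. Of the 384 genes of Table S5, 224 passed both thresholds, 21 were removed by the filter on low counts, and all 362 tested genes changed in the direction of the table with an unadjusted p under 0.05. Another 11 genes that are not in the table passed both thresholds. Between the hybrids, 0 genes passed. Of the 819 genes of Table S6, 794 were tested and changed in the direction of the table, 773 of them with an unadjusted p under 0.05. Their median log2 fold change was −2.15 for the downregulated and 1.75 for the upregulated genes. With DESeq2 on the deposited counts, 202 genes were higher and 182 lower in the hybrids, while 66 were higher and 753 lower in NC144.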

#### 3.2.4. Annotation and Gene Ontology (GO) Enrichment Analysis of Differentially Expressed Genes (DEGs)

The corresponding transcript ID and gene names of all the DEGs that passed the filter were determined based on the GTF annotation of the reference used during alignment and the NCBI nr database. A complete list of the annotated DEGs is presented in the Supplementary Files (Tables S5 and S6). Looking at the list of DEGs between the parents and hybrids and between the two hybrids, some genes with potential biological significance are evident. These include genes possibly involved in stress and immune response, silk production, metabolism, and growth and development.

These DEGs were then mapped to their corresponding GO terms and then subjected to GO enrichment analysis using the g:GOSt tool in g:Profiler, https://biit.cs.ut.ee/gprofiler/gost (accessed on 27 November 2024) [24], which is one of the GO-endorsed enrichment tools. This website primarily relies on data from Ensembl and Ensembl Genome, which include the necessary GO annotations for Molecular Function, Biological Process, and Cellular Component [24]. It evaluates the functional enrichment of DEGs by using the cumulative hypergeometric test and performs multiple testing corrections using its own method, called g:Set Counts and Sizes or g:SCS [24].

GO terms that passed the threshold *p*adj < 0.1 were considered significant. Those that were able to pass through the filter are summarized in Table 3 and Table 4, while the DEGs associated with these GO terms can be found in Tables S7 and S8. It is interesting to note that a lot of the upregulated genes in the hybrids compared to their parents were involved in immune or defense responses, especially to bacteria, stress responses, protein maturation, protein folding, and nucleotide metabolism (Table 3). This is in line with the observed increase in the expression of antimicrobial peptides (AMPs) like Cecropin-B, Enbocin, Lebocin, Gloverin, and Attacin 1 in the hybrids [47]. 

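The genes that Table S7 lists under defense response to bacterium had a median log2 fold change of 2.04 in the hybrids over the 10 genes tested, and those under protein folding had a median of 1.45 over 14 genes. All of these genes were higher in the hybrids, 7 and 10 of them with an adjusted p under 0.1 over all genes tested, and 10 and 14 adjusted over the list alone. The downregulated lists of oxidoreductase activity and of alpha-amino acid catabolic process had medians of −1.32 over 25 genes and −1.35 over 6 genes, with 17 and 5 genes called over all genes and 25 and 6 adjusted over the list alone. The study chose these lists on the same libraries, so the second counts are not independent evidence. A pair of wider families were defined by gene symbol alone. They still hold genes that the paper named from these libraries, so they are not independent evidence either. The antimicrobial peptide family had 12 tested genes, which were all higher in the hybrids with a median log2 fold change of 1.85, and the heat shock protein family had 11 tested genes, 10 of them higher, with a median of 1.65. Against the other genes, the camera test with a preset correlation of 0.01 gave p = 8.78e-14 and p = 1.35e-08, and the rotation test fry, which takes the correlation between genes from the larvae, gave p = 0.0013 and p = 0.00326. Of the family members, 5 and 4 were called over all genes, and 11 and 7 adjusted over the list alone. The medians stayed above 1 when each of the 12 larvae was left out in turn.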

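The enbocin gene Enb2 (chromosome 26, 10706216 to 10707808) had 3.35 ± 2.43 CPM (SD, n = 6) in the hybrids and 0.303 ± 0.209 CPM in the parents, a log2 fold change of 3.46 (standard error 0.61, adjusted p = 0.0168 from edgeR's quasi-likelihood test). All 6 hybrid larvae lay above all 6 parental larvae. The cecropin gene CecB1 (chromosome 26, 10655750 to 10656442), with counts between 0 and 410, had a log2 fold change of 3.01 (standard error 0.76, adjusted p = 0.052), and its neighbour CECB1 (10641981 to 10647282) had too few counts for the filter. Without the filter, CECB1 had a log2 fold change of 2.93 and an adjusted p of 0.061. Their values were not whole in 11 and 10 libraries, so their reads were divided among several places or overlapping genes. The lebocin gene Leb3 rose by 1.81 on the log2 scale (adjusted p = 0.0516), the gloverin gene glv3 by 3.27 (adjusted p = 0.0902) and the attacin gene Attacin1 by 1.71 (adjusted p = 0.0724). With each larva left out in turn, CecB1 lost its call in 4 of the 12 fits, Leb3 in 3, Attacin1 in 7 and glv3 in 9. The second gloverin gene, glv4-like, had a log2 fold change of 2.62 with an adjusted p of 0.143, and 0.0305 with DESeq2. Its level in CN144-3 was 0.218 CPM, from 3 counts, while the other hybrid larvae lay between 1.71 and 5.13 CPM.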

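The gene Hsp20.8 (chromosome 27, 5868194 to 5868944) had 16.0 ± 11.3 CPM (SD, n = 6) in the hybrids and 3.85 ± 1.74 CPM in the parents, a log2 fold change of 2.06 (standard error 0.45, adjusted p = 0.0312 from edgeR's quasi-likelihood test). Hsp23.7 (chromosome 27, 9891612 to 9892366) had 3.55 ± 1.53 CPM and 0.954 ± 0.245 CPM, a log2 fold change of 1.89 (standard error 0.30, adjusted p = 0.0112). For both, every hybrid larva lay above every parental larva. Hsp90 had a log2 fold change of 2.25 (standard error 0.61, adjusted p = 0.0677) that rested in part on NC144-1, where its level was 373 CPM against 29.5 to 70.2 CPM in the other hybrid larvae. Without NC144-1 the log2 fold change was 1.15, and 6 of the 12 fits that left out one larva gave an adjusted p above 0.1. Hsp20.4 rose by 1.91 (adjusted p = 0.172) and the gene with the symbol Hsp70 on chromosome 27 (8923303 to 8925574) by 1.65 (adjusted p = 0.104). Neither passed 0.1 in this test, and with DESeq2 the adjusted p was 0.0551 and 0.0184.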

The upregulation of genes involved in protein folding, including the heat shock proteins (HSP70, HSP90, HSP20.8, HSP23.7, and HSP20.4), could contribute to the observed tolerance of the silkworms to cooler temperatures [48].

Interestingly, based on the top GO terms, most of the genes upregulated in the hybrids were inducible in the presence of stressors like bacteria or extreme temperatures [47,48]. This suggests that the observed upregulation of the genes may not just be due to heterosis but also due to the silkworm’s exposure to stressors. It would, therefore, be possible to use the identified genes as diagnostic tools for stress, once validated. 

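Among the heat shock and antimicrobial peptide genes named in the text or listed for them in Table S5, 14 had enough counts to be tested with one mean per strain. The paper named them for a rise in the pooled hybrids on the same libraries, so a rise over the parents is not independent evidence. All 14 were higher in NC144 and in CN144 than in the mean of the parents, with median log2 fold changes of 3.08 and 2.22. Of these, 13 had an adjusted p under 0.1 in NC144 and 5 in CN144 in edgeR's quasi-likelihood test, and 0 differed between the 2 hybrids at that threshold. The fold was the larger one in NC144 for 11 of the 14. The parents and the hybrids were reared in different rounds, so no library separates the cross from the rearing conditions. From the stressors that induce the genes behind the top GO terms, the paper proposes that the upregulation may be due to exposure to stressors as well as to heterosis.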

To assess their potential use as diagnostic tools, it would be a good idea to again evaluate the expression of these genes in samples reared in ideal conditions, completely free from stressors, and compare them with the currently available data. If the degrees of expression of these genes change, they are likely to be good indicators for stress exposure in the *B. mori* samples and could be used to diagnose stress, even in other strains.

For the DEGs in CN144 vs. NC144 (Table 4), the downregulated genes are of interest since, based on the enriched GO terms, they are primarily involved in regulating cellular and biological processes, signaling, cell communication, and calcium or protein binding. This means that downregulating these genes, including transcription factors like Zinc Finger Proteins and Forkhead box proteins, could have a cascading effect on processes like organ differentiation, growth and development, sexual dimorphism, and responses to infection [49]. 

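The genes that Table S8 lists under intracellular signal transduction had a median log2 fold change of −2.17 in NC144 over 20 genes, and those under calcium ion binding had a median of −1.82 over 21 genes. All of them were lower in NC144, 0 with an adjusted p under 0.1 over all genes tested, and all 20 and 21 adjusted over the list alone. The upregulated list of telomere maintenance had 3 genes with a median of 3.27, all of them also called only over the list alone. The lists were chosen on these libraries, so this is not independent evidence. With its preset correlation between genes, limma's camera test gave p = 1.07e-17, 1.80e-22 and 7.18e-06 for the lists in this order, and the rotation test fry gave p = 0.0542, 0.0227 and 0.0158. From the GO terms enriched in the downregulated genes, the paper reasons that these genes act mainly in the regulation of cellular and biological processes, in signaling and cell communication, and in calcium or protein binding.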

One of the important transcription factors that appeared to be downregulated in NC144 is the silk gland factor SGF-3, which is involved in the regulation of the H-fibroin and Sericin 1 expression, two components of the *B. mori* cocoon [50]. This observed downregulation in SGF-3 could, therefore, affect the cocoon produced and the silk fibers from the NC144 silkworms.

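SGF3 (chromosome 22, 17582734 to 17583792), the gene of SGF-3, had 5.74 ± 2.85 CPM (SD, n = 3) in NC144 and 19.6 ± 9.49 CPM (SD, n = 3) in CN144. The log2 fold change was −1.78 (standard error 0.52, adjusted p = 0.27 from edgeR's quasi-likelihood test). The 3 NC144 larvae lay below the 3 CN144 larvae, between 3.35 and 8.89 CPM against 9.71 to 28.6 CPM. This separation depends on the scaling, since the unscaled counts overlapped, with 177 to 652 in NC144 and 329 to 760 in CN144. In the parents the level was 10.2 ± 7.39 CPM in Lat21 and 16.3 ± 12.6 CPM in B221. It was highest in B221-2 (29.4 CPM) and Lat21-3 (18.7 CPM), the parental larvae with the lowest TMM factors, 0.808 and 0.651. With each hybrid larva left out in turn, the log2 fold change stayed between −2.24 and −1.45. With DESeq2 the adjusted p was 0.0252.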

A closer look at the individual DEGs that were annotated shows other interesting genes (Tables S5 and S6). This includes genes encoding for cuticular proteins such as CPR39, which is upregulated in the hybrids, or CPR60, CPR103, CPR9, downregulated in NC144 compared to CN144. 

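CPR39 (chromosome 22, 9122951 to 9124352) had 0.663 ± 0.338 CPM (SD, n = 6) in the hybrids and 0.2 ± 0.0953 CPM in the parents, from counts of 3 to 86 per larva. Its log2 fold change was 1.72 (standard error 0.47, adjusted p = 0.0704 from edgeR's quasi-likelihood test), and 7 of the 12 fits that left out one larva gave an adjusted p above 0.1. CPR103 (chromosome 22, 6398577 to 6399529) had 8.70 ± 4.31 CPM (SD, n = 3) in NC144 and 50.7 ± 23.0 CPM in CN144, a log2 fold change of −2.56 (standard error 0.51, adjusted p = 0.268). CPR9 (chromosome 17, 10910558 to 10913186) had 1.08 ± 0.457 CPM and 4.14 ± 2.45 CPM, a log2 fold change of −1.95 (standard error 0.55, adjusted p = 0.27). CPR60 (chromosome 4, 15597505 to 15598547) had too few counts for the filter. It had 0, 0 and 1 counts in the NC144 larvae, 113, 1 and 109 in the CN144 larvae and between 0 and 204 in the parental larvae, so CN144-2 was as low as NC144. Without the filter, the adjusted p of CPR60 was 0.314. DESeq2 gave adjusted p of 0.000135 for CPR103, 0.0204 for CPR9 and 7.52e-05 for CPR60. Over the 123 cuticular protein genes tested between the hybrids, the median log2 fold change was −0.35, with 29 genes higher and 94 lower in NC144, 0 called over all genes and 3 adjusted over the list alone. With its preset correlation between genes, limma's camera test against the other genes gave p = 3.61e-06. The fry test, which takes that correlation from the larvae and tests the set alone, gave p = 0.172.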

Higher production of cuticular proteins can be associated with the thickening of the cuticle, which can improve tolerance to low temperature-induced stress [48]. Two sericin genes, namely sericin 1 and sericin 3, were also shown to be differentially expressed. Sericin 1 was upregulated in the hybrids; however, sericin 3 appeared upregulated in CN144 and downregulated in NC144. 

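The sericin 1 gene, LOC101740082 (chromosome 11, 2513096 to 2543046), had 901 ± 662 CPM (SD, n = 6) in the hybrids and 328 ± 183 CPM in the parents. The log2 fold change was 1.46 (standard error 0.55, adjusted p = 0.18 from edgeR's quasi-likelihood test), and the 2 groups overlapped, with 3 of the 6 hybrid larvae above all parental larvae. With DESeq2 the adjusted p was 0.0631. The level was 472 ± 254 CPM (SD, n = 3) in NC144 and 1331 ± 692 CPM in CN144. The sericin 3 gene, Ser3 (chromosome 11, 4981825 to 4988066), had 2.59 ± 0.118 CPM (SD, n = 3) in NC144 and 31.4 ± 43.9 CPM in CN144, a log2 fold change of −3.62 (standard error 1.18, adjusted p = 0.282). CN144-3 carried most of this difference with 82.0 CPM, against 3.57 CPM in CN144-1 and 8.61 CPM in CN144-2. Without CN144-3 the log2 fold change was −1.31.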

Sericin 1 and sericin 3 are the main sericin components of the *B. mori* cocoon and are attributed to its rigid structure [51]. In addition, sericin 1 is believed to be involved in cell immune defense and the regulation of protease inhibitors for microbial resistance during the cocoon stage [52]. *Bombyx mori* produces sericin 1 from the first to fifth instar and sericin 3 only on the fifth day of the fifth instar [51]. This is interesting to note since the samples included in the study were only on their third day of the fifth instar but were observed to express sericin 3. 

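Reads on Ser3 were counted in all 12 larvae, between 89 and 1128 per larva. The level in the parents was 3.44 ± 3.36 CPM (SD, n = 3) in Lat21 and 3.76 ± 1.05 CPM in B221. The counts were in excess of the limit of 3 counts below which a gene was treated as not detected. That limit covers counting error only. The value of Ser3 was not whole in all 12 libraries, so reads that also aligned elsewhere or overlapped another gene enter it. For the sericin 1 gene LOC101740082, between 4712 and 64919 reads were counted per larva.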

Although sericin is responsible for holding the fibroin fibers together, it is typically considered a waste material in silk production [51].

From the complete list of filtered DEGs, several were selected for validation through qPCR based on their *p*adj values and corresponding potential biological significance based on the literature. These are summarized in Table 5 and Table 6 for the parents (Lat21 and B221) vs. hybrids (NC144 and CN144) and the CN144 vs. NC144 datasets, respectively.

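In the comparison of hybrids with parents, HSP70 (chromosome 15, 1541514 to 1553446) had 172 ± 122 CPM (SD, n = 6) in the hybrids and 14.6 ± 2.54 CPM (SD, n = 6) in the parents. The log2 fold change was 3.56 (standard error 0.44, adjusted p = 0.00414 from edgeR's quasi-likelihood test). All 6 hybrid larvae lay above all 6 parental larvae (exact permutation test on log2 CPM, two-sided p = 0.00216, the smallest that 6 against 6 allow). The cecropin gene CecB, LOC101739536 (chromosome 26, 10634358 to 10635704), was at a low level, with counts of 2 to 215 per larva. It had 1.47 ± 0.819 CPM in the hybrids and 0.137 ± 0.0992 CPM in the parents, a log2 fold change of 3.42 (standard error 0.52, adjusted p = 0.00961). The carbonic anhydrase gene CA2, LOC101745610 (chromosome 6, 1701098 to 1726320), had 24.2 ± 16.3 CPM and 2.99 ± 2.7 CPM, a log2 fold change of 3.01 (standard error 0.62, adjusted p = 0.0252), with 5 of the 6 hybrid larvae above every parental larva. Cyp9a19 (chromosome 17, 16017879 to 16032151) had 6.04 ± 2.07 CPM and 20.6 ± 5.24 CPM, a log2 fold change of −1.77 (standard error 0.24, adjusted p = 0.0066). The trehalose transporter gene Tret, LOC101744355 (chromosome 14, 12529079 to 12611512), had 1.36 ± 0.547 CPM and 3.82 ± 0.893 CPM, a log2 fold change of −1.48 (standard error 0.26, adjusted p = 0.0173). For the last 2 genes all hybrid larvae lay below all parental larvae. All 5 genes kept an adjusted p under 0.1 in each of the 12 fits that left out one larva.

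**Figure D1:**
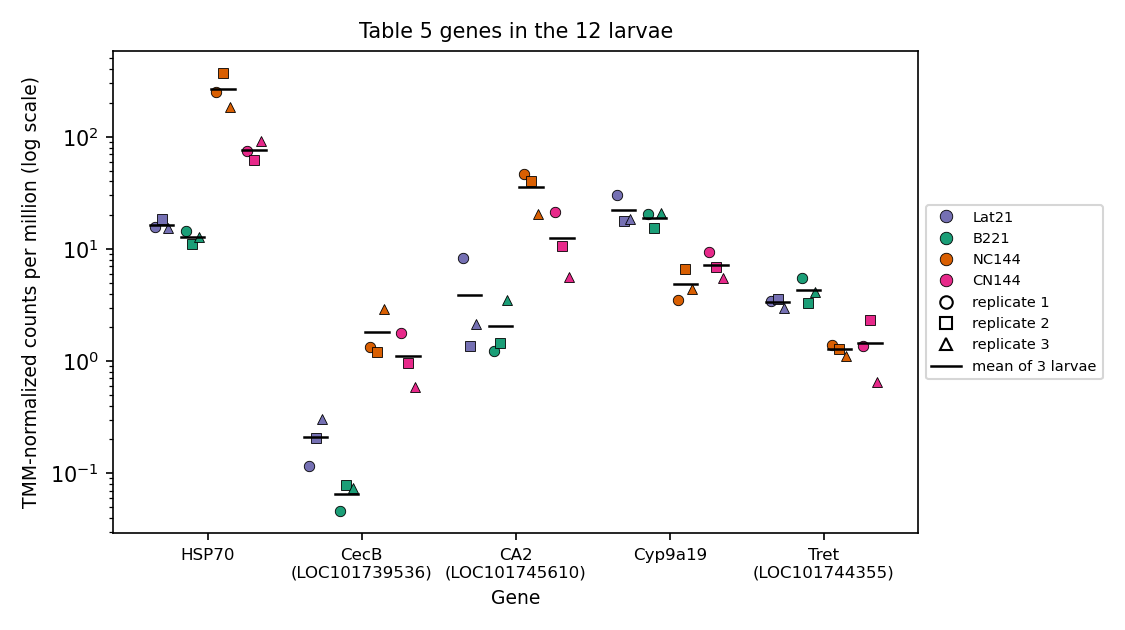
TMM-normalized CPM of the 5 genes of Table 5, on a log axis, in the 3 larvae of each strain (points, with the marker showing the replicate) and their mean (bar). The hybrid larvae lie above the parental larvae for HSP70 and CecB and below them for Cyp9a19 and Tret, and for CA2 1 hybrid larva lies within the parental range.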

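In the comparison of the hybrids, HSP70 had 269 ± 94.5 CPM (SD, n = 3) in NC144 and 75.7 ± 14.8 CPM (SD, n = 3) in CN144, a log2 fold change of 1.81 (standard error 0.35). The aldo-keto reductase gene AKR2E4, LOC101735876 (chromosome 2, 8175166 to 8189711), had 73.1 ± 19.2 CPM and 28.3 ± 5.54 CPM, a log2 fold change of 1.36 (standard error 0.28). The gene EFHD1, LOC101743940 (chromosome 15, 9455632 to 9508781), had 274 ± 102.7 CPM and 2104 ± 1069 CPM, a log2 fold change of −2.96 (standard error 0.55). LOC692743 (chromosome 11, 4918768 to 4919373), which the paper gives as hemocytin (Hem), had 2407 ± 1114 CPM and 10614 ± 4142 CPM. The log2 fold change was −2.16 (standard error 0.59). Its annotation gives a span of 606 bases and a type other than protein-coding, so whether it counts hemocytin transcripts stays open. The insulin receptor gene InR (chromosome 5, 13172781 to 13247644) had 76.1 ± 15.0 CPM and 842 ± 957 CPM, a log2 fold change of −3.49 (standard error 0.89). CN144-3 was at 1947 CPM for InR and the other CN144 larvae at 274 and 306 CPM, and without CN144-3 the log2 fold change was −2.01. For each of the 5 genes the 3 NC144 larvae did not overlap the 3 CN144 larvae, which is the smallest two-sided p that 3 against 3 allow (exact permutation test on log2 CPM, p = 0.1). None passed an adjusted p of 0.1 in edgeR's quasi-likelihood test, where the values lay between 0.268 and 0.27. With DESeq2 the adjusted p ranged from 8.63e-07 for EFHD1 to 0.00166 for AKR2E4.

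**Figure D2:**
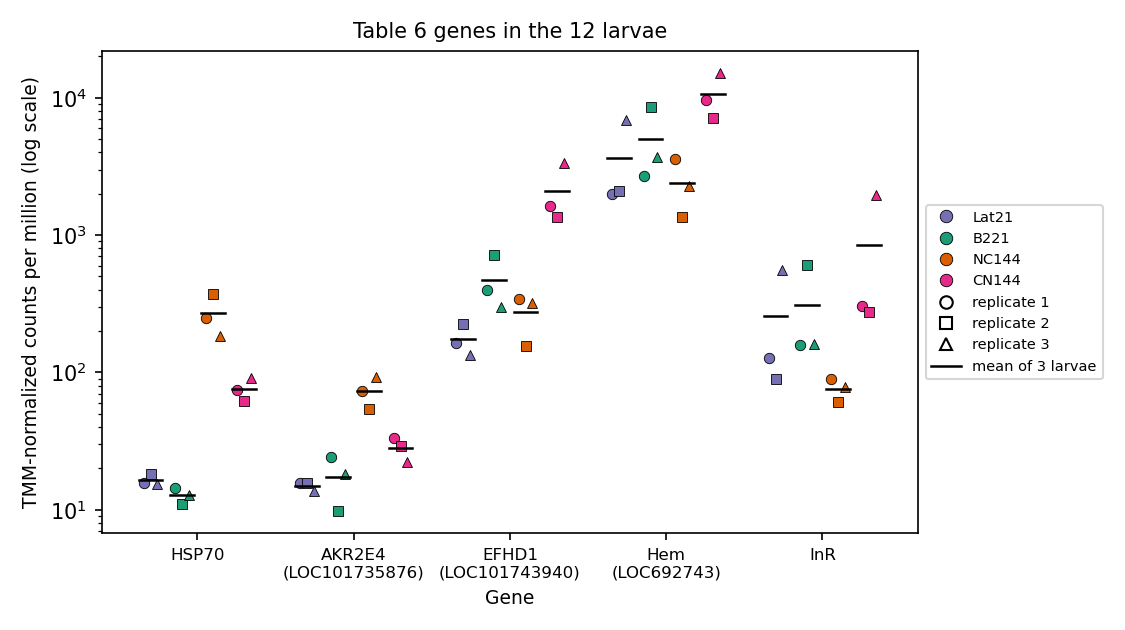
TMM-normalized CPM of the 5 genes of Table 6, on a log axis, in the 3 larvae of each strain (points, with the marker showing the replicate) and their mean (bar). The NC144 larvae lie above the CN144 larvae for HSP70 and AKR2E4 and below them for EFHD1, Hem and InR, and InR in CN144-3 lies at 1947.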

Although DEGs have been identified, the potential contribution to complex, quantitative traits like cocoon shell weight, filament length, and fecundity can be further supported by other data besides those generated by transcriptomics. This is especially true with the limited data available from the rearing facilities on the quantitative traits and the likely effect of varying conditions during rearing. One way to circumvent these issues is to determine the silkworm’s genotype through quantitative trait loci (QTL) mapping, which may vary depending on the conditions under which RNA is collected. QTL mapping could help identify molecular markers linked to QTLs influencing select traits of interest, given that a large number of samples are used and that the trait being assessed varies between the two parents [53].

Another critical consideration for transcriptomics studies is that changes in gene expression may not show a corresponding change in phenotype. Numerous genes contribute to the manifestation of phenotypes, as can be identified by QTL mapping. Because of this, it is possible for a change in the expression of one gene to be masked by another gene, such that no phenotypic change is observed. In addition, genes may have different isoforms, some of which are not biologically or functionally relevant [54]; therefore, changes in their expression will not have any effect on phenotype. Lastly, transcriptomics only looks at the mRNA level, so there can still be RNA modifications or regulatory mechanisms that prevent changes in phenotype [55].

### 3.3. Quantitative Real-Time PCR Validation of Gene Expression

Quantitative real-time PCR was performed using cDNA samples from the two parental strains, Lat21 and B22, and the two hybrid strains, NC144 and CN144. Initial qPCR runs were conducted to test the efficiency of all primer sets for DEG validation. This assay used varying concentrations of pooled cDNA samples, from 0.04 to 40 ng, to establish a standard curve. The resulting amplification efficiencies are presented in Table 2.

Ideally, PCR efficiency should fall within 90 to 110% for quantitative methods, but a more flexible range of 75 to 110% is also acceptable [56]. Most of the primers, except those targeting *CA2*, *Tret*, *EFHD1*, and *InR*, satisfy this standard (Table 1). The other primers that fell beyond this range had efficiencies of 111.1 to 123.0%. Since these values are not too far off from the acceptable range of efficiencies, they were still used for the differential expression using qPCR.

Quantification of gene expression via qPCR was conducted with the selected primers, and results were then analyzed using the Pfaffl method. This method, unlike the alternative ΔΔCt method, considers the specific primer efficiencies for both the housekeeping and target gene [25]. Gene expression ratios calculated using the Pfaffl method used the average of all Ct values of the control group as the calibrator or reference Ct. This was performed so that both parental strains would be considered, unlike when the highest Ct value from the control group is used and only one of the two parents is represented.

Figure 3 shows the relative expression of the DEGs in the parents vs. hybrids. 

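With one mean per strain in the same model, HSP70 had a log2 fold change of 4.21 in NC144 (standard error 0.23, adjusted p = 3.28e-05 from edgeR's quasi-likelihood test) and of 2.38 in CN144 (standard error 0.22, adjusted p = 0.00694) against the mean of the parents. For CecB (LOC101739536), the log2 fold change was 3.97 (adjusted p = 0.0044) in NC144 and 3.26 (adjusted p = 0.0304) in CN144. For CA2 (LOC101745610), it was 3.65 (adjusted p = 0.0124) and 2.14 (adjusted p = 0.13). Cyp9a19 had −2.08 (adjusted p = 0.00837) and −1.50 (adjusted p = 0.0654), and Tret (LOC101744355) had −1.58 (adjusted p = 0.0304) and −1.36 (adjusted p = 0.108). The difference between the 2 hybrids was tested in the same model and had an adjusted p of 0.19 for HSP70, 0.523 for CecB and 0.32 for CA2. These values are from RNA-seq, and the qPCR measurements were not analysed here.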

Based on the results of the bioinformatics analysis, *HSP70*, *CecB*, and *CA2* were expected to be upregulated in the hybrids, while *Cyp9a19* and *Tret* were expected to be downregulated. It can be seen in Figure 4 that the expected changes in expression were followed for the gene expression ratios determined using qPCR, such that upregulated genes had higher gene expression ratios in the hybrids, NC144 and CN144, even when looking at them separately. This was also true for downregulated genes with lower gene expression ratios in each of the two hybrids. The statistical analysis indicates that most of the DEGs, particularly *HSP70*, *CecB*, and *CA2*, displayed significant differences only between the parental strains and NC144. This finding suggests that the higher expression levels of NC144 for these genes may mask their expression in CN144, resulting in an overall perception of increased expression when the hybrids are evaluated together. Future studies could improve the clarity of these results by performing differential expression analysis separately between each parent and hybrid. Additionally, the analysis did not reveal significant differences in the expression levels of *Cyp9a19* and *Tret* across either the parental or hybrid strains, which aligns with the expectations based on their low log2 fold change values of −1.75 and −1.45, respectively, as suggested by the bioinformatics analysis.

On the other hand, of the DEGs being validated in CN144 vs. NC144, *HSP70* and *AKR2E4* were expected to be upregulated in NC144 while *InR*, *EFHD1*, and *Hem* were expected to be downregulated. From these, only *HSP70*, *AKR2E4*, and *EFHD1* followed the expected trend in gene expression, while *InR* and *Hem* appeared to be upregulated (Figure 4). Additionally, it was observed that only the expression levels of *HSP70*, *AKR2E4*, and *Hem* were significantly different between the two hybrids based on the unpaired T-test conducted. The algorithm used for mapping and the quantification of multimappers during bioinformatics analysis could have caused the observed deviation and the insignificant difference in relative expression from qPCR data [57]. 

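The deposited value of LOC692743 (Hem) was not whole in all 12 libraries and that of InR in 11, so both genes received reads that also aligned elsewhere or overlapped another gene. The annotated span of LOC692743 is 606 bases and its type is given as other, not as protein-coding. It carried between 106742 and 324673 counts per library. On chromosome 11 it lies next to an array of 53 ribosomal RNA genes (4500201 to 4916585), the nearest of them at 4916429 to 4916585. The values of the other genes of Table 6, LOC101735876 (AKR2E4), LOC101743940 (EFHD1) and HSP70, were not whole in 12, 12 and 11 libraries.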

With multimappers, the over- or underestimation of gene expression is possible due to the sharing of reads between active and inactive copies of a gene [42].

Overall, the qPCR validation of gene expression was successful for seven of the nine genes tested. This means that it is likely that the DEGs identified from the bioinformatics pipeline used to be associated with hybrid vigor.

## 4. Summary and Conclusions

Two parental *Bombyx mori* strains, Lat 21 and B221, and their hybrids, NC144 (Lat21 × B221) and CN144 (B221 × Lat21), were selected for RNA sequencing to determine the molecular basis for the historically observed hybrid vigor. Sequencing yielded a total of 127–210 M reads, with 115–200 M reads passing the Q30 filter of fastp. Good-quality reads were then mapped to the *B. mori* reference genome (GCF_030269925.1) using STAR, which resulted in high mapping rates, with a high percentage of them being multimappers.

Reads that mapped to the reference genome were used for reference-based assembly using StringTie. Alongside this, de novo assembly was conducted using Trinity. Based on the assessment of the two assemblies, the reference-based assembly was better in terms of BUSCO completeness and E90N50 and N50 values. It was, therefore, selected for further downstream analysis.

Using featureCounts, gene-level counts per strain were then determined based on the annotation file of the reference genome. When multimappers were included in the analysis, a total of 623 M to 1.09 B mapped reads were assigned to various genomic regions (18,219 genes). The resulting gene-level counts were used for differential gene expression analysis in DESeq2, which was conducted twice: once to compare parental strains and hybrids and again to compare the two hybrids.

Gene ontology enrichment analysis revealed that upregulated genes in the hybrids were involved in immune or defense response, especially to bacterial exposure, protein maturation, protein folding, and nucleotide metabolism. This could be associated with the observed disease resistance and tolerance of the silkworms to cooler temperatures. Genes potentially contributing to these properties include the upregulated AMPs (Cecropin-B, Enbocin, Lebocin, Gloverin, and Attacin 1) and HSPs (HSP70, HSP90, HSP20.8, HSP23.7, and HSP20.4). Based on the inducible nature of the upregulated genes in the hybrids, the samples might have been exposed to stressors like bacteria or extreme temperatures before they were collected. This means that the upregulated genes that were identified also have potential use as markers for the diagnosis of stress in *B. mori.*

On the other hand, the downregulated genes in CN144 vs. NC144 are more noteworthy since, based on the enriched GO terms, they are primarily involved in regulating cellular and biological processes, signaling, cell communication, and calcium or protein binding. Genes associated with these terms include transcription factors like Zinc Finger Proteins and Forkhead box proteins that regulate organ differentiation, growth and development, sexual dimorphism, and immune response. Among these transcription factors is SGF-3, which is involved in H-fibroin and Sericin 1 regulation.

Other annotated DEGs of interest include those encoding various cuticular proteins and the two sericin genes, sericin 1 (upregulated in hybrids) and sericin 3 (downregulated in NC144). Cuticular proteins contribute to the thickening of the cuticle, which can result in improved tolerance to low temperature-induced stress. Meanwhile, sericin 1 and 3 are the main sericin components of the *B. mori* cocoon that provide its rigid structure, and these are typically removed during the degumming process in silk extraction.

Nine DEGs that passed the *p*adj < 0.1 threshold were selected for qPCR validation based on their corresponding biological significance. For the parents vs. hybrids comparison, these included *HSP70*, *CecB*, and *CA2*, which were predicted to be upregulated in the hybrids, and *Cyp9a19* and *Tret*, which were predicted to be downregulated. On the other hand, the DEGs validated in the CN144 vs. NC144 comparison were *HSP70* and *AKR2E4* (upregulated in NC144) and *InR*, *EFHD1*, and *Hem* (downregulated in NC144). Primers designed to target these genes were able to successfully amplify them through qPCR. Using the Pfaffl method, gene expression ratios were calculated from the Ct values determined by qPCR. Except for *InR* and *Hem*, the rest of the genes followed the predicted change in expression, thereby validating the results of the bioinformatics analysis.

Hybridization is one of the ways through which sericulturists can achieve the desired economically important traits and improve the silk output. Transcriptomic studies like this can help them better understand the molecular basis for the observed heterosis or hybrid vigor, especially for complex traits like disease resistance and tolerance to extreme temperatures. The genes identified as associated with these desired traits can be used as molecular markers for the identification and selection of strains to be used for marker-assisted breeding, as well as for diagnostic tools for stress. For example, HSP70 and Cecropin B-like, identified as differentially expressed, can be associated with tolerance to extreme temperatures and disease resistance caused by bacteria, respectively. This is useful for marker-assisted breeding and the identification of samples exposed to specific stressors (e.g., bacteria and extreme temperature). Overall, this study provides better support for evidence-based improvements to be implemented in local silkworm breeding programs, which will help Filipino sericulturists meet the increasing global and local demand for silk.

Moving forward, however, there are still a lot of things that could be achieved to improve the study further. The first of these is improving the data collection and consistency in rearing conditions at the rearing facilities, such that the identification of heritable traits and the genes associated with them will be easier. If these cannot be improved, QTL mapping can be performed as an alternative approach to identifying molecular markers or genotypes that may be associated with the desired traits. With the current data available, more DEGs can be selected for validation to assess if they could be used as markers. Still, in the future, spatial transcriptomics for organs like the silk glands, gut, fat bodies, and Malpighian tubules can also be performed to improve the data collected. The four strains included in this study could even be compared to the same strains reared in other facilities in the Philippines or the parents’ place of origin. Furthermore, studies may be conducted on the mulberry leaves fed to the silkworms, since they could also contribute to the *B. mori* phenotypes observed.

## Figures and Tables

**Figure 1:**
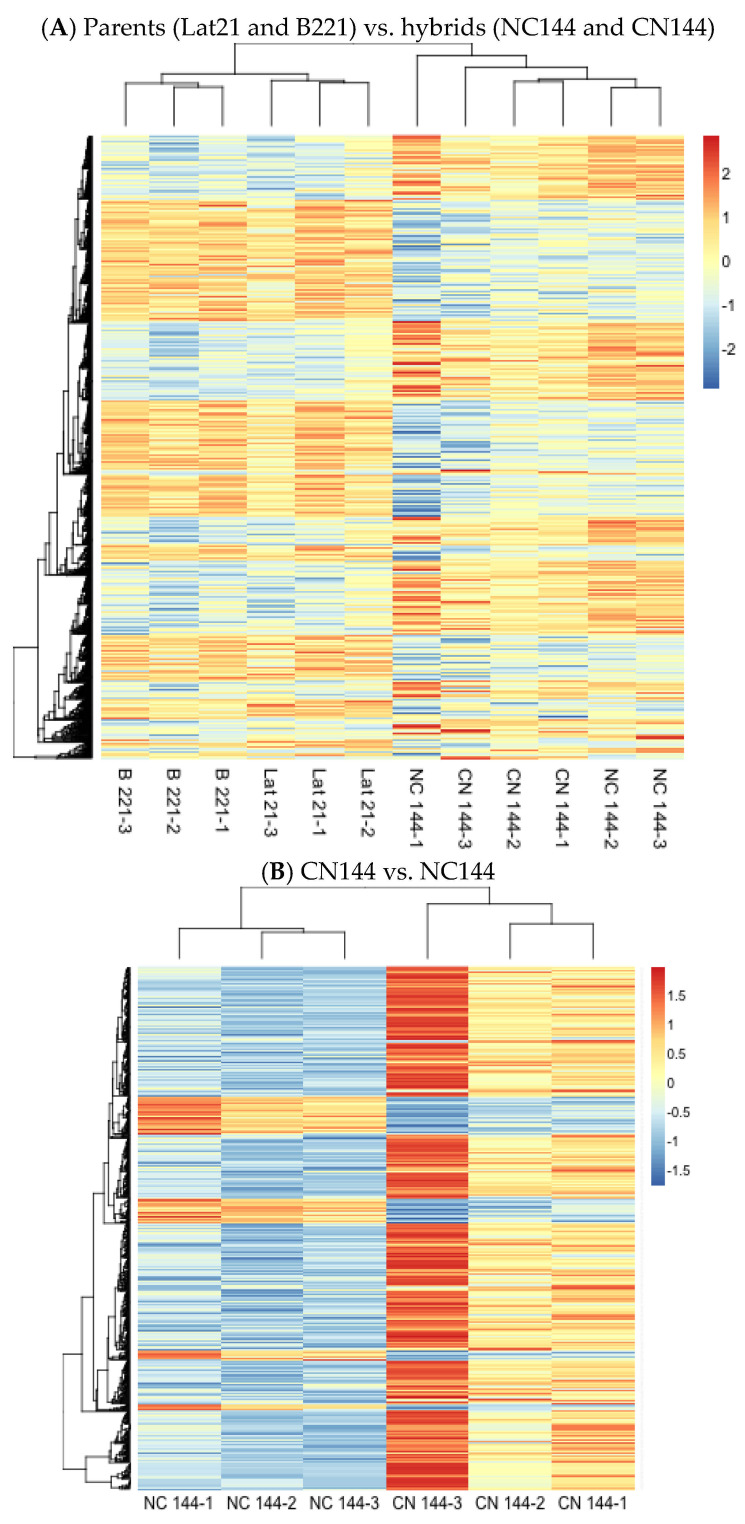
Heat map of the differentially expressed genes in the Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains, with *p*-adj < 0.1. (**A**) DEGs found in parents (Reference) vs. hybrids. (**B**) DEGs found in CN144 (Reference) vs. NC144. In the color scale for normalized gene expression, the more intense red corresponds to higher expression while the more intense blue corresponds to lower expression.

**Figure 2:**
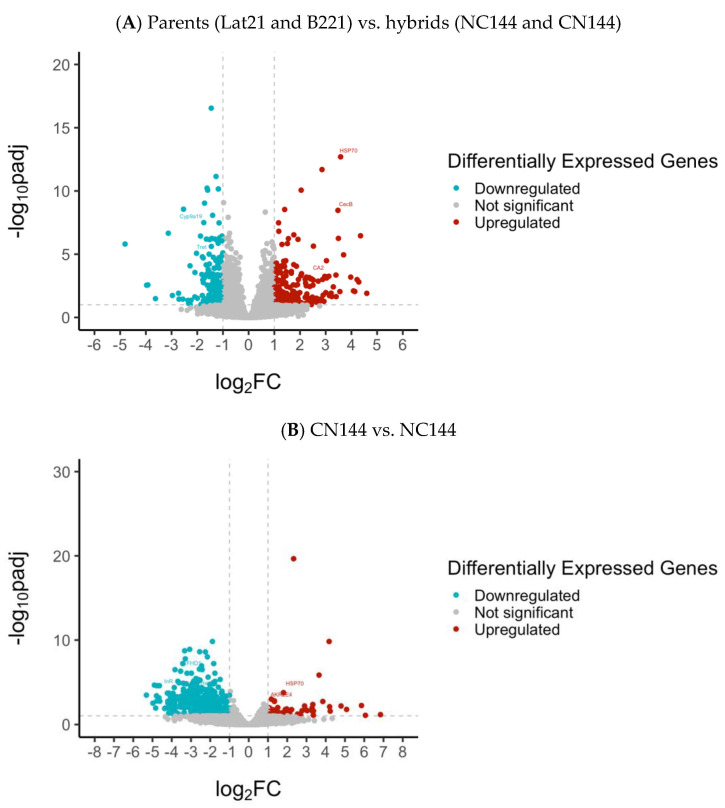
Volcano plot of the differentially expressed genes in the Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains. Red points: DEGs with *p*adj < 0.1 and log2FoldChange > 1; blue points: DEGs with *p*adj < 0.1 and log2FoldChange < 1; and gray points: *p*adj > 0.1 and |log2FoldChange| < 1. Dotted lines indicate the threshold for the log2FoldChange and the *p*adj values. Points corresponding to DEGs selected for qPCR validation are labeled.

**Figure 3:**
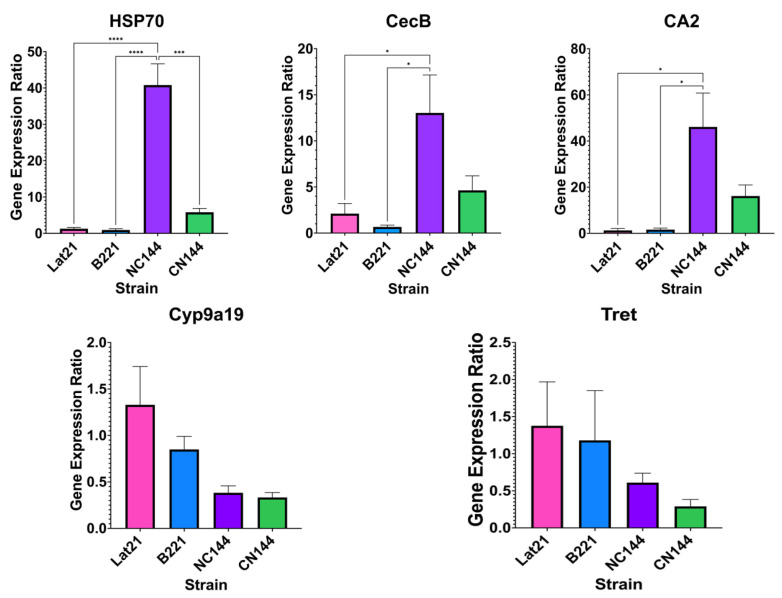
Relative expression of the differentially expressed genes *HSP70* (heat shock protein 70), *CecB* (cecropin-B-like), *CA2* (carbonic anhydrase 2), *Cyp9a19* (cytochrome P450), and *Tret* (facilitated trehalose transporter Tret1-2 homolog isoform X2, X3, X1) in the Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains, based on the results of quantitative real-time PCR. Relative expressions were normalized using the household gene *rp49*. Of these five genes, *HSP70*, *CecB*, and *CA2* were expected to be upregulated in the hybrids, while *Cyp9a19* and *Tret* were expected to be downregulated based on bioinformatics analysis. Asterisks indicate statistical significance based on Tukey’s multiple comparison test, with the number of asterisks corresponding to *—*p* ≤ 0.05, ***—*p* ≤ 0.001, and ****—*p* ≤ 0.0001.

**Figure 4:**
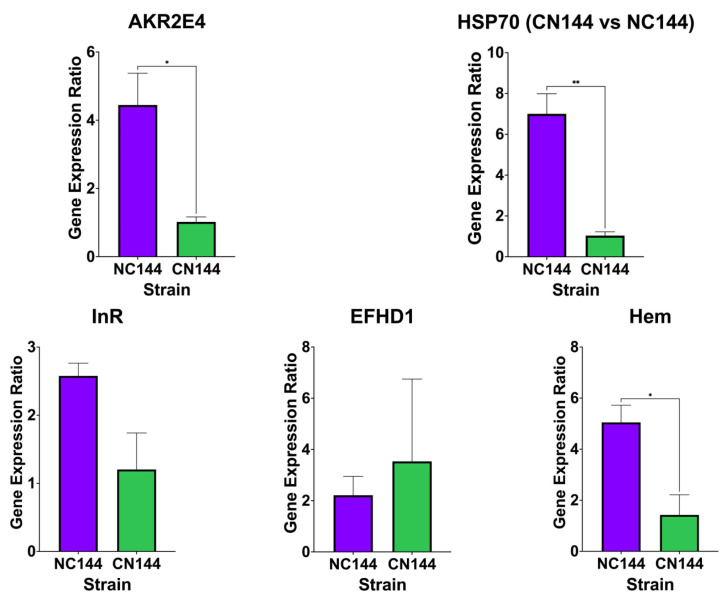
Relative expression of the differentially expressed genes *HSP70* (heat shock protein 70), *AKR2E4* (aldo-keto reductase AKR2E4-like), *InR* (insulin receptor), *EFHD1* (EF-hand domain-containing protein 1), and *Hem* (hemocytin) in the Philippine-reared *Bombyx mori* hybrid strains NC144 and CN144, based on the results of quantitative real-time PCR. Relative expressions were normalized using the household gene *rp49*. Of these five genes, HSP70 and AKR2E4 were expected to be upregulated in NC144 while *InR*, *EFHD1*, and *Hem* were expected to be downregulated based on bioinformatics analysis. Asterisks indicate statistical significance based on Tukey’s multiple comparison test, with the number of asterisks corresponding to *—*p* ≤ 0.05 and **—*p* ≤ 0.01.

**Table 1:** Summary of the different metrics used to assess the transcriptome assemblies of the Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains resulting from (1) reference-based assembly using StringTie after two-pass mapping with STAR and (2) de novo assembly using Trinity. C: complete, S: single-copy, D: duplicated, F: fragmented, and M: missing.

Assembly	BUSCO (Lepidoptera)	Total Number of Transcripts	N50	E90N50
Reference-based (StringTie)	C: 92.7% [S: 89.4%, D: 3.3%], F: 1.9%, M: 5.4%	70,217	4669	3184
de novo (Trinity)	C: 88.3% [S: 87.4%, D: 0.9%], F: 3.5%, M: 8.2%	406,566	1220	1701

**Table 2:** Primers used for qPCR validation of differentially expressed genes in Philippine-reared *Bombyx mori* parental strains (Lat21 and B221) and corresponding hybrids (CN144 and NC144).

Target	Putative Function	Primer Name	Sequence (5′->3′) Forward Reverse	Size (bp)	Primer Efficiency
*Heat shock protein 70* (*HSP70*)	Involved in adaptation to extreme temperatures [37]	*HSP70*	TAAGGACATCGGCACAGTAATC	137	94.6%
			GAGTGAAGGCCACGTATGAA		
*Cecropin B-like* (*LOC101739536*)	Antimicrobial peptide for humoral response [38]	*CecB*	CACATCAAGTGATCAGTACAGC	211	87.5%
			GCTTTGACGATGCCATCAC		
*Carbonic anhydrase 2* (*LOC101745610*)	Regulates the pH gradient in the silk glands for silk protein assembly [39]	*CA2*	TCTTCGATGTTCTGGATTCGAT	161	111.1%
			ACAATGCTCGGGCTTAAGATT		
*Cytochrome P450* (*Cyp9a19*)	Metabolism of hormones, plant secondary metabolites, and insecticides [40]	*Cyp9a19*	CACCGAGGAGAACAACAGATT	183	85.9%
			TCCTTCATGGTGCCCATTATC		
*Facilitated trehalose transporter Tret1-2 homolog isoform X2*, *X3*, *X1* (*LOC101744355*)	Potential function as receptors for virus entry [41]. Involved in host defense [42]	*Tret*	GTGCAGTGGGTCGTGGTAA	214	123.0%
			ACTCTCAATTTTCGGACACCA		
*Aldo-keto reductase AKR2E4-like* (*LOC101735876*)	Ecdysone metabolism and in xenobiotic degradation [43]	*AKR2E4*	GCTCCATCGCCCAGAAATA	152	99.9%
			CTCGTCTGGTGTAAGAGTGAAG		
*EF-hand domain-containing protein 1* (*LOC101743940*)	Involved in resistance to *Bombyx mori* nuclear polyhedrosis virus (BmNPV) infection [44]	*EFHD1*	CAACCTTAACGCCAACAAGTATC	142	111.7%
			GGAATTTCGACGCGGTATCT		
*Hemocytin* (*LOC692743*)	Has a protective role of during *Nosema bombycis* infection [45]	*Hem*	CTTGAGCTTAGGATCGACTGAC	194	88.9%
			CATTAAGCCGTAACGAGTAGGA		
*Insulin Receptor* (*InR*)	Involved in normal growth and development [46]	*InR*	CTTCGTTCGTGGCAACTGGT	208	115.3%
			GACGGACATACTGAGCTCGAC		
*Housekeeping gene: Ribosomal Protein 49*	-	*rp49*	CAGGCGGTTCAAGGGTCAATAC	213	91.6%
			TGCTGGGCTCTTTCCACGA		

**Table 3:** Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the Philippine-reared *Bombyx mori* hybrids (NC144 and CN144) when parental strains (Lat21 and B221) are used as reference, generated using g:Profiler for biological process, cellular component, and molecular function. GO terms listed passed the *p*adj < 0.05 filter.

GO Term ID	Source	GO Description	*p*adj
***Upregulated genes in the hybrids (reference: Parental strains Lat21 and B221)***			
GO:0042742	Biological Process	defense response to bacterium	8.43 × 10^−12^
GO:0009617	Biological Process	response to bacterium	1.40 × 10^−11^
GO:0044183	Molecular Function	protein folding chaperone	2.12 × 10^−11^
GO:0051604	Biological Process	protein maturation	2.41 × 10^−11^
GO:0006457	Biological Process	protein folding	2.93 × 10^−11^
GO:0140662	Molecular Function	ATP-dependent protein folding chaperone	4.01 × 10^−10^
GO:0098542	Biological Process	defense response to other organism	1.02 × 10^−9^
GO:0043207	Biological Process	response to external biotic stimulus	1.72 × 10^−9^
GO:0051707	Biological Process	response to other organism	1.72 × 10^−9^
GO:0044419	Biological Process	biological process involved in interspecies interaction between organisms	1.72 × 10^−9^
GO:0009607	Biological Process	response to biotic stimulus	1.72 × 10^−9^
***Downregulated genes in the hybrids (reference: Parental strains Lat21 and B221)***			
GO:1901565	Biological Process	organonitrogen compound catabolic process	3.20 × 10^−5^
GO:0044282	Biological Process	small molecule catabolic process	1.04 × 10^−4^
GO:1901606	Biological Process	alpha-amino acid catabolic process	1.06 × 10^−4^
GO:0016491	Molecular Function	oxidoreductase activity	1.26 × 10^−4^
GO:0009063	Biological Process	amino acid catabolic process	1.78 × 10^−4^
GO:0170040	Biological Process	proteinogenic amino acid catabolic process	2.23 × 10^−4^
GO:0044248	Biological Process	cellular catabolic process	3.92 × 10^−4^
GO:0170035	Biological Process	L-amino acid catabolic process	4.52 × 10^−4^
GO:0009056	Biological Process	catabolic process	6.34 × 10^−4^
GO:1901575	Biological Process	organic substance catabolic process	7.86 × 10^−4^

**Table 4:** Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the comparison between Philippine-reared *Bombyx mori* hybrids NC144 and CN144, with CN144 as reference, generated using g:Profiler for biological process, cellular component, and molecular function. GO terms listed passed the threshold *p*adj < 0.05.

GO Term ID	Source	GO Description	*p*adj
***Upregulated Genes in NC144 (reference: CN144)***			
GO:0000723	Biological Process	telomere maintenance	6.38 × 10^−3^
GO:0032200	Biological Process	telomere organization	7.33 × 10^−3^
GO:0003678	Molecular Function	DNA helicase activity	7.62 × 10^−3^
***Downregulated Genes in NC144 (reference: CN144)***			
GO:0050794	Biological Process	regulation of cellular process	1.61 × 10^−5^
GO:0050789	Biological Process	regulation of biological process	1.67 × 10^−5^
GO:0065007	Biological Process	biological regulation	6.11 × 10^−5^
GO:0035556	Biological Process	intracellular signal transduction	1.55 × 10^−3^
GO:0005509	Molecular Function	calcium ion binding	3.22 × 10^−3^
GO:0005515	Molecular Function	protein binding	3.45 × 10^−3^
GO:0023052	Biological Process	signaling	9.00 × 10^−3^
GO:0007154	Biological Process	cell communication	9.75 × 10^−3^
GO:0007165	Biological Process	signal transduction	3.03 × 10^−2^
GO:0051171	Biological Process	regulation of nitrogen compound metabolic process	4.12 × 10^−2^
GO:0080090	Biological Process	regulation of primary metabolic process	4.12 × 10^−2^

**Table 5:** List of differentially expressed genes identified in the comparison between Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains, with the parental strains as reference, that have potential importance in the silk industry based on the literature. These DEGs were selected for validation of gene expression using qPCR.

GO Term ID	log2FoldChange	*p*adj	Protein	Associated GO Terms
***Upregulated genes in the hybrids (reference: parental strains Lat21 and B221)***				
HSP70	3.58	2.01 × 10^−13^	Heat shock protein 70	Stress-inducible proteins involved in the adaptation and resistance to thermal and cold stresses of *B. mori* [37]
LOC101739536	3.48	3.43 × 10^−9^	Cecropin-B-like	One of the major antimicrobial peptides induced in the *B. mori* hemolymph as a humoral defense against microorganisms [38]
LOC101745610	3.03	3.28 × 10^−5^	Carbonic anhydrase 2	Involved in regulating and creating the pH gradient in the silk glands. This pH gradient is potentially involved in the assembly of silk proteins and their consequent formation into fibers [39]
***Downregulated genes in the hybrids (reference: parental strains Lat21 and B221)***				
Cyp9a19	−1.75	3.18 × 10^−8^	Cytochrome P450	P450s are involved in the metabolism of hormones, plant secondary metabolites, and insecticides possibly found on mulberry leaves. Cyp9a19 is one of the P450 genes with relatively high expression in fat bodies, silk glands, and malpighian tubules. It is also one of the most responsive P450s to pesticide exposure [40]
LOC101744355	−1.45	2.44 × 10^−6^	Facilitated trehalose transporter Tret1-2 homolog isoform X2, X3, X1	Sugar transporters were constitutively expressed in susceptible *B. mori* and were hypothesized to function as receptors for virus entry [41]. It was observed to be upregulated after the infection of susceptible *B. mori*, suggesting involvement in host defense [42].

**Table 6:** List of differentially expressed genes identified in the comparison between Philippine-reared *Bombyx mori* hybrids NC144 and CN144, with CN144 as the reference, that have potential importance in the silk industry based on the literature. These DEGs were selected for the validation of gene expression using qPCR.

Gene ID	log2FoldChange	*p*adj	Protein	Function
***Upregulated genes in NC144 (reference: CN144)***				
HSP70	1.81	1.77 × 10^−4^	Heat shock protein 70	Stress-inducible proteins involved in adaptation and resistance to thermal and cold stresses of *B. mori* [37].
LOC101735876	1.33	1.66 × 10^−3^	Aldo-keto reductase AKR2E4-like	Based on kinetic and structural studies, it has a potential role in *B. mori* ecdysone metabolism and in xenobiotic degradation, especially of the commonly used pesticide diazinon [43].
***Downregulated genes in NC144 (reference: CN144)***				
LOC101743940	−2.98	8.63 × 10^−7^	EF-hand domain-containing protein 1	It has potential involvement in resistance to *B. mori* nuclear polyhedrosis virus (BmNPV) infection since this was downregulated in the resistant strains after BmNPV infection [43].
LOC692743	−2.18	4.90 × 10^−4^	Hemocytin	RNAi technology showed that the inhibition of hemocytin led to a proliferation of *Nosema bombycis*, a fungi-related unicellular parasite, within the silkworm. This suggests a protective role of hemocytin during *N. bombycis* infection possibly through pro-inflammatory effects like facilitating pathogen adherence, hemocyte agglutination, and melanization [45].
InR	−3.50	5.32 × 10^−4^	Insulin receptor	Using RNAi to knock down the insulin receptor gene in *B. mori* led to growth inhibition and malformation, such as abnormal body color in black [46].

## Data Availability

The RNA-seq dataset generated in this study has been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus, and is accessible through GEO Series Accession Number GSE287287.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/insects16030243/s1, Figure S1: TapeStation gel image of RNAseq sample libraries prepared from the RNA of Philippine-reared Bombyx mori parental (Lat21 and B221) and hybrid (NC144 and CN144) strains using the TruSeq Stranded RNA kit (Illumina). Table S1: Results of the evaluation of libraries prepared from the RNA of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains using the TruSeq Stranded RNA Library Prep Kit (Illumina); Table S2: Statistics for the raw and pre-processed RNA-seq reads of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains; Table S3: Results of two-pass mapping via STAR of pre-processed reads of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains, with GCF_030269925.1 (NCBI) as the reference genome; Table S4: Gene-level counts obtained from featureCounts for reads (including multimappers) of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains; Table S5: Differentially expressed genes between Philippine-reared *Bombyx mori* parental strains (Lat21 and B221) and their hybrids (NC144 and CN144) that fall within the threshold set at *p*adj < 0.1 and |log2FoldChange| > 1, as determined using DESeq2; Table S6: Differentially expressed genes between the two Philippine-reared *Bombyx mori* hybrids CN144 and NC144 that fall within the threshold set at *p*adj < 0.1 and |log2FoldChange| > 1, as determined using DESeq2; Table S7: DEGs associated with the Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the Philippine-reared *Bombyx mori* hybrids (NC144 and CN144) when parental strains (Lat21 and B221) are used as reference. GO terms were generated using g:Profiler for biological process, cellular component with a *p*adj < 0.05 filter; meanwhile, the cut-off values for the DEGs were *p*adj < 0.1 and |log2FoldChange| > 1; Table S8: DEGs associated with the Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the comparison between Philippine-reared *Bombyx mori* hybrids NC144 and CN144, with CN144 as reference. GO terms were generated using g:Profiler for biological process, cellular component with a *p*adj < 0.05 filter; meanwhile, the cut-off values for the DEGs were *p*adj < 0.1 and |log2FoldChange| > 1.

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S1.** Results of the evaluation of libraries prepared from the RNA of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains using the TruSeq Stranded RNA Library Prep Kit (Illumina).

| Sample # | Sample name    | Average library size (bp) | Concentration (ng/ul) | Stock Concentration (nM) |
|----------|----------------|---------------------------|-----------------------|--------------------------|
| 1        | Lat21 Biorep 1 | 298                       | 12.9                  | 65.59                    |
| 2        | Lat21 Biorep 2 | 301                       | 13.1                  | 65.94                    |
| 3        | Lat21 Biorep 3 | 297                       | 21.2                  | 108.15                   |
| 4        | B221 Biorep 1  | 314                       | 8.17                  | 39.42                    |
| 5        | B221 Biorep 2  | 293                       | 6.14                  | 31.75                    |
| 6        | B221 Biorep 3  | 300                       | 17.8                  | 89.9                     |
| 7        | NC144 Biorep 1 | 283                       | 14.8                  | 79.24                    |
| 8        | NC144 Biorep 2 | 308                       | 23.2                  | 114.13                   |
| 9        | NC144 Biorep 3 | 303                       | 24.2                  | 121.01                   |
| 10       | CN144 Biorep 1 | 292                       | 17.0                  | 88.21                    |
| 11       | CN144 Biorep 2 | 296                       | 26.1                  | 133.60                   |
| 12       | CN144 Biorep 3 | 284                       | 14.9                  | 79.49                    |

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S2.** Statistics for the raw and pre-processed RNA-seq reads of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains.

|                | Before Trimming and Filtering |                            | After Trimming and Filtering |                            | Percent of Reads that passed the filters |
|----------------|-------------------------------|----------------------------|------------------------------|----------------------------|------------------------------------------|
|                | Mean Length (bp) R1/R2        | Number of Reads (Millions) | Mean Length (bp) R1/R2       | Number of Reads (Millions) |                                          |
| Lat21 Biorep 1 | 137/138                       | 161.34                     | 137/137                      | 149.10                     | 92.41%                                   |
| Lat21 Biorep 2 | 133/134                       | 150.79                     | 133/132                      | 150.79                     | 91.78%                                   |
| Lat21 Biorep 3 | 126/127                       | 185.31                     | 126/126                      | 175.24                     | 94.57%                                   |
| B221 Biorep 1  | 135/136                       | 154.77                     | 135/135                      | 142.26                     | 91.92%                                   |
| B221 Biorep 2  | 130/131                       | 127.37                     | 130/130                      | 115.16                     | 90.41%                                   |
| B221 Biorep 3  | 135/136                       | 158.21                     | 135/133                      | 141.64                     | 89.52%                                   |
| NC144 Biorep 1 | 136/137                       | 150.42                     | 136/135                      | 127.93                     | 85.05%                                   |
| NC144 Biorep 2 | 137/137                       | 148.78                     | 137/136                      | 138.23                     | 92.91%                                   |
| NC144 Biorep 3 | 136/138                       | 155.84                     | 136/136                      | 135.66                     | 87.05%                                   |
| CN144 Biorep 1 | 135/135                       | 210.11                     | 135/135                      | 200.08                     | 95.23%                                   |
| CN144 Biorep 2 | 135/136                       | 152.93                     | 135/134                      | 139.43                     | 91.17%                                   |
| CN144 Biorep 3 | 130/130                       | 179.66                     | 129/129                      | 168.96                     | 94.04%                                   |

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S3.** Results of two-pass mapping via STAR of pre-processed reads of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains, with GCF\_030269925.1 (NCBI) as the reference genome.

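STAR aligned each read of a library in a pair of passes, the second with the splice sites found in the first, and Table S3 separates reads that aligned to one place from those that aligned to several. In the paper's values, between 38.6% and 46.9% of the reads of a library aligned to one place and between 43.3% and 49.5% to several. In the deposited table of counts, the share of genes with a value that is not whole was between 73.3% in B221-2 and 83.2% in NC144-1.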

| Sample # | Strain         | Percent of Uniquely Mapped Reads<br>(No. of Reads) | Percent of Reads Mapped to Multiple Loci<br>(No. of Reads) | Percent of Reads Mapped to too Many Loci<br>(No. of Reads) | Percent of Other Unmapped Reads<br>(No. of Reads) |
|----------|----------------|----------------------------------------------------|------------------------------------------------------------|------------------------------------------------------------|---------------------------------------------------|
| 1        | Lat21 Biorep 1 | 44.42% (33.1M)                                     | 45.87% (34.2M)                                             | 0.97% (726K)                                               | 8.73% (6.5M)                                      |
| 2        | Lat21 Biorep 2 | 46.43% (32.1M)                                     | 44.76% (31.0M)                                             | 0.96% (665K)                                               | 7.84% (5.4M)                                      |
| 3        | Lat21 Biorep 3 | 38.55% (33.8M)                                     | 46.53% (40.8M)                                             | 0.41% (361K)                                               | 14.50% (12.7M)                                    |
| 4        | B221 Biorep 1  | 46.88% (33.3M)                                     | 44.34% (31.5M)                                             | 0.69% (488K)                                               | 8.09% (5.8M)                                      |
| 5        | B221 Biorep 2  | 42.29% (24.3M)                                     | 47.53% (27.4M)                                             | 0.61% (352K)                                               | 9.57% (5.5M)                                      |
| 6        | B221 Biorep 3  | 39.42% (27.9M)                                     | 49.53% (35.1M)                                             | 0.96% (680K)                                               | 10.09% (7.1M)                                     |
| 7        | NC144 Biorep 1 | 42.46% (27.1M)                                     | 48.00% (30.7M)                                             | 0.83% (531K)                                               | 8.71% (5.5M)                                      |
| 8        | NC144 Biorep 2 | 43.54% (30.1M)                                     | 46.96% (32.5M)                                             | 0.40% (277K)                                               | 9.09% (6.3M)                                      |
| 9        | NC144 Biorep 3 | 44.69% (30.3M)                                     | 44.96% (30.5M)                                             | 0.86% (582K)                                               | 9.49% (6.4M)                                      |
| 10       | CN144 Biorep 1 | 45.70% (45.7M)                                     | 46.43% (46.4M)                                             | 0.24% (239K)                                               | 7.64% (7.6M)                                      |
| 11       | CN144 Biorep 2 | 44.63% (31.1M)                                     | 43.30% (30.2M)                                             | 1.10% (770K)                                               | 10.96% (7.6M)                                     |
| 12       | CN144 Biorep 3 | 43.99% (37.2M)                                     | 46.66% (39.4M)                                             | 0.49% (418K)                                               | 8.86% (7.5M)                                      |

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S4.** Gene-level counts obtained from featureCounts for reads (including multimappers) of Philippine-reared *Bombyx mori* parental (Lat21 and B221) and hybrid (NC144 and CN144) strains.

|                       | Assigned      | Unassigned |             |
|-----------------------|---------------|------------|-------------|
|                       |               | Unmapped   | No Features |
| <b>Lat21 Biorep 1</b> | 981,168,774   | 15,771,411 | 519,350,104 |
| <b>Lat21 Biorep 2</b> | 991,631,575   | 13,614,859 | 490,316,933 |
| <b>Lat21 Biorep 3</b> | 987,363,007   | 27,900,880 | 598,264,386 |
| <b>B221 Biorep 1</b>  | 898,929,934   | 13,725,334 | 461,157,665 |
| <b>B221 Biorep 2</b>  | 623,807,188   | 12,729,784 | 483,199,697 |
| <b>B221 Biorep 3</b>  | 993,012,546   | 17,297,874 | 548,499,794 |
| <b>NC144 Biorep 1</b> | 685,898,426   | 13,814,809 | 480,467,537 |
| <b>NC144 Biorep 2</b> | 1,092,997,767 | 14,444,343 | 508,871,178 |
| <b>NC144 Biorep 3</b> | 909,118,341   | 15,624,253 | 439,161,886 |
| <b>CN144 Biorep 1</b> | 848,196,640   | 17,046,638 | 902,086,324 |
| <b>CN144 Biorep 2</b> | 695,549,571   | 18,192,431 | 467,558,516 |
| <b>CN144 Biorep 3</b> | 752,718,067   | 17,378,805 | 613,439,351 |

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S5.** List of differentially expressed genes between Philippine-reared *Bombyx mori* parental strains (Lat21 and B221) and their hybrids (NC144 and CN144) that fall within the threshold set at  $\text{padj} < 0.1$  and  $|\log_2\text{FoldChange}| > 1$ , as determined using DESeq2.

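Beside the genes named in the text, those with the largest changes among the genes that passed both thresholds in edgeR's quasi-likelihood test, with no overlap between the larvae of the 2 groups, were taken by rule. LOC101739308 (chromosome 27, 2224696 to 2229887) had 70.4 ± 37.7 CPM (SD, n = 6) in the hybrids and 3.47 ± 2.98 CPM in the parents, a log2 fold change of 4.34 (standard error 0.81, adjusted p = 0.0198). LOC101737350 (chromosome 17, 8296633 to 8334322) rose by 2.82 on the log2 scale (adjusted p = 0.00389). The largest fall was in LOC101744658 (chromosome 18, 2881970 to 2894739), with 6.57 ± 3.41 CPM in the hybrids and 58.4 ± 38.9 CPM in the parents, a log2 fold change of −3.15 (standard error 0.53, adjusted p = 0.0138). LOC101745781, LOC101742173, ST3 and LOC101744777 followed with −2.56, −2.12, −2.05 and −1.88 and adjusted p between 0.00886 and 0.0252. In NC144-1 the level of LOC101744777 was 0.492 CPM, and in the other hybrid larvae it was between 1.19 and 1.82 CPM. The table of counts gives these genes by identifier without a description. All 7 kept an adjusted p under 0.1 in each of the 12 fits that left out one larva.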

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S6.** Differentially expressed genes between the two Philippine-reared *Bombyx mori* hybrids CN144 and NC144 that fall within the threshold set at  $\text{padj} < 0.1$  and  $|\log_2\text{FoldChange}| > 1$ , as determined using DESeq2.

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S7.** DEGs associated with the Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the Philippine-reared *Bombyx mori* hybrids (NC144 and CN144) when parental strains (Lat21 and B221) are used as reference. GO terms were generated using g:Profiler for biological process, cellular component with a padj <0.05 filter, meanwhile ,the cut-off values for the DEGs were padj<0.1 and and |log2FoldChange|>1.

| GO Term ID                                                                           | Source             | GO Description                                                            | Gene IDs of Associated DEGs                                                                                                                                                   |
|--------------------------------------------------------------------------------------|--------------------|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Upregulated genes in the hybrids (reference: Parental strains Lat21 and B221)</i> |                    |                                                                           |                                                                                                                                                                               |
| GO:0042742                                                                           | Biological Process | defense response to bacterium                                             | ENB2, LOC101739536, CECB1, LOC101739958, LOC101739681, LZM, CECA, LEB3, LOC101743224, ATTACIN1, LOC101743336                                                                  |
| GO:0009617                                                                           | Biological Process | response to bacterium                                                     |                                                                                                                                                                               |
| GO:0044183                                                                           | Molecular Function | protein folding chaperone                                                 | HSP70, LOC100862772, HSP90, LOC101745500, LOC101746297, LOC101735832, LOC733093, LOC101745352, LOC101743498, LOC101741707, LOC791084                                          |
| GO:0051604                                                                           | Biological Process | protein maturation                                                        | HSP70, LOC100862772, HSP90, DNAJ-3, LOC101746297, LOC101735832, LOC733093, LOC778464, LOC101745352, LOC101743498, PPIB, LOC692906, LOC101741707, CRT, LOC791084, LOC101740246 |
| GO:0006457                                                                           | Biological Process | protein folding                                                           | HSP70, LOC100862772, HSP90, DNAJ-3, LOC101746297, LOC101735832, LOC733093, LOC101745352, LOC101743498, PPIB, LOC101741707, CRT, LOC791084, LOC101740246                       |
| GO:0140662                                                                           | Molecular Function | ATP-dependent protein folding chaperone                                   | HSP70, LOC100862772, HSP90, LOC101745500, LOC101746297, LOC101735832, LOC733093, LOC101743498, LOC101741707, LOC791084                                                        |
| GO:0098542                                                                           | Biological Process | defense response to other organism                                        | ENB2, LOC101739536, CECB1, LOC101739958, LOC101739681, PGRP, LZM, CECA, LEB3, LOC101743224, ATTACIN1, LOC101743336                                                            |
| GO:0043207                                                                           | Biological Process | response to external biotic stimulus                                      |                                                                                                                                                                               |
| GO:0051707                                                                           | Biological Process | response to other organism                                                |                                                                                                                                                                               |
| GO:0044419                                                                           | Biological Process | biological process involved in interspecies interaction between organisms |                                                                                                                                                                               |
| GO:0009607                                                                           | Biological Process | response to biotic stimulus                                               |                                                                                                                                                                               |

| <i>Downregulated genes in the hybrids (reference: Parental strains Lat21 and B221)</i> |                    |                                            |                                                                                                                                                                                                                                                                                                              |
|----------------------------------------------------------------------------------------|--------------------|--------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GO:1901565                                                                             | Biological Process | organonitrogen compound catabolic process  | LOC101739798, LOC101742749, PAH, LOC101746583, LOC101747176, PGRP-S5, LOC101741659, LOC692784, LOC101738819, LOC101746090, LOC101741137, LOC101743217, LOC101744519                                                                                                                                          |
| GO:0044282                                                                             | Biological Process | small molecule catabolic process           | LOC101742749, PAH, LOC101747176, LOC101741659, LOC692784, LOC101745938, LOC101741137, LOC101743217,                                                                                                                                                                                                          |
| GO:1901606                                                                             | Biological Process | alpha-amino acid catabolic process         | LOC101742749, PAH, LOC101747176, LOC101741659, LOC101741137, LOC101743217                                                                                                                                                                                                                                    |
| GO:0016491                                                                             | Molecular Function | oxidoreductase activity                    | LOC101745562, LOC101740852, LOC692831, LOC101747037, XDH1, LOC101743494, LOC101736314, LOC101739179, LOC101746802, LOC101744406, LOC101746928, PAH, SDH2B, LOC101747176, LOC692784, LOC101739481, P450, CYP9A20, LOC101741137, CYP9A19, LOC101744260, LOC101744777, LOC101739276, LOC100302629, LOC101739328 |
| GO:0009063                                                                             | Biological Process | amino acid catabolic process               | LOC101742749, PAH, LOC101747176, LOC101741659, LOC101741137, LOC101743217                                                                                                                                                                                                                                    |
| GO:0170040                                                                             | Biological Process | proteinogenic amino acid catabolic process | LOC101742749, PAH, LOC101747176, LOC101741659, LOC101743217                                                                                                                                                                                                                                                  |
| GO:0044248                                                                             | Biological Process | cellular catabolic process                 | ATG8, LOC101742749, PAH, LOC101746583, LOC101747176, LOC101741659, LOC692784, LOC101738819, LOC101746090, LOC101741137, LOC101743217, LOC101744519                                                                                                                                                           |
| GO:0170035                                                                             | Biological Process | L-amino acid catabolic process             | LOC101742749, PAH, LOC101747176, LOC101741659, LOC101743217                                                                                                                                                                                                                                                  |
| GO:0009056                                                                             | Biological Process | catabolic process                          | LOC101739798, ATG8, LOC101742749, PAH, LOC101746583, LOC101747176, PGRP-S5, LOC101741659, LOC692784, LOC101738819, LOC101745938, LOC101746090, LOC101741137, LOC101743217, LOC101744519                                                                                                                      |
| GO:1901575                                                                             | Biological Process | organic substance catabolic process        | LOC101739798, LOC101742749, PAH, LOC101746583, LOC101747176, PGRP-S5, LOC101741659, LOC692784, LOC101738819, LOC101745938, LOC101746090, LOC101741137, LOC101743217, LOC101744519                                                                                                                            |

# Supplementary material for: Transcriptomic Profiling Provides Insight into the Molecular Basis of Heterosis in Philippine-Reared Bombyx mori Hybrids
**Source:** Insects. 2025 Feb 26;16(3):243. doi: 10.3390/insects16030243
**Supplement:** Supplementary file 1

**Table S8.** DEGs associated with the Top 10 gene ontology (GO) terms enriched in upregulated and downregulated genes in the comparison between Philippine-reared *Bombyx mori* hybrids NC144 and CN144, with CN144 as reference. GO terms were generated using g:Profiler for biological process, cellular component with a padj <0.05 filter, meanwhile, the cut-off values for the DEGs were padj<0.1 and and |log2FoldChange|>1.

| GO Term ID                                                    | Source             | GO Description                   | Gene IDs of Associated DEGs                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------------------------------------------|--------------------|----------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b><i>Upregulated Genes in NC144 (reference: CN144)</i></b>   |                    |                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| GO:0000723                                                    | Biological Process | telomere maintenance             | LOC119628747, LOC101738826, LOC119628780                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| GO:0032200                                                    | Biological Process | telomere organization            | LOC119628747, LOC101738826, LOC119628780                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| GO:0003678                                                    | Molecular Function | DNA helicase activity            | LOC119628747, LOC101738826, LOC119628780                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| <b><i>Downregulated Genes in NC144 (reference: CN144)</i></b> |                    |                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| GO:0050794                                                    | Biological Process | regulation of cellular process   | LOC101737089, LOC101747141, LOC101739770, INR, LOC101746180, LOC119629516, LOC101735723, LOC101742254, RPTOR, LOC105841689, LOC100302603, ABD-B, LOC101739974, LOC101741396, NANOSO, LOC101741238, LOC110386536, LOC101738201, LOC101738933, LOC101745749, LOC101743771, LOC101744662, LOC101736180, LOC101738468, LOC101740990, LOC101735602, LOC101746240, LOC101735930, NGR-B1, LOC101736789, LOC101743950, LOC101738029, LOC101739615, GATA-BETA, R2D2, LOC101743223, LOC778495, LOC101746458, LOC105841761, LOC101739274, LOC101735646, LOC119628413, LOC101742164, LOC101744757, SER-4, OR-53, LOC101745704, OR-59, LOC101737151, LOC101738302, LOC101735390, LOC101743730, LOC101740270, LOC101735982, LOC101739209, LOC101739475, SGF3, LOC101744528, LOC101744293, LOC101745630, PLCB4, LOC101737500, LOC101735441, LOC101738629, BMGEMININ, LOC101737509, LOC101743161, LOC110386833, LOC110384829, LOC101742582, NOTCH, LOC101744796, LOC101742593, LOC101745569, LOC101738764, MEF2, LOC101747187, LOC101739146, LOC101739406, OR, LOC101744814, LOC101743722, LOC101737382, LOC101743588 |
| GO:0050789                                                    | Biological Process | regulation of biological process | LOC101737089, LOC101747141, LOC101739770, INR, LOC101746180, LOC119629516, LOC101740156, LOC101735723, LOC101742254, RPTOR, LOC105841689, LOC100302603, ABD-B, LOC101739974, LOC101741396, NANOSO, LOC101741238,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| GO:0065007                                                    | Biological Process | biological regulation            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

|            |                    |                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|------------|--------------------|-----------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|            |                    |                                   | LOC110386536, LOC101738201, LOC101738933, LOC101745749,<br>LOC101743771, LOC101744662, LOC101736180, LOC101738468,<br>LOC101740990, LOC101735602, LOC101746240, LOC101735930,<br>NGR-B1, LOC101736789, LOC101743950, LOC101738029,<br>LOC101739615, GATA-BETA, R2D2, LOC101743223, LOC778495,<br>LOC101746458, LOC105841761, LOC101739274, LOC101735646,<br>LOC119628413, LOC101742164, LOC101744757, SER-4, OR-53,<br>LOC101745704, OR-59, LOC101737151, LOC101738302,<br>LOC101735390, LOC101743730, LOC101740270, LOC101735982,<br>LOC101739209, LOC101739475, SGF3, LOC101744528,<br>LOC101744293, LOC101745630, SERPIN-13, PLCB4,<br>LOC101737500, LOC101735441, LOC101738629, LOC101743372,<br>BMGEMININ, LOC101737509, LOC101743161, LOC110386833,<br>LOC110384829, LOC101742582, NOTCH, LOC101744796,<br>LOC101742593, LOC101745569, LOC101738764, MEF2,<br>LOC101747187, LOC101739146, LOC101739406, OR,<br>LOC101744814, LOC101743722, LOC101737382, LOC101743588 |
| GO:0035556 | Biological Process | intracellular signal transduction | LOC101746180, RPTOR, LOC101741396, LOC101741238,<br>LOC101738201, LOC101740990, LOC101735930, LOC101743950,<br>LOC101739615, LOC101743223, LOC101746458, LOC101735646,<br>LOC101740270, LOC101739209, LOC101739475, LOC101745630,<br>PLCB4, LOC101745569, LOC101744814, LOC101743588                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| GO:0005509 | Molecular Function | calcium ion binding               | LOC101742624, LOC101745387, LOC101743074, LOC101741664,<br>LOC101740975, LOC101741294, LOC101743222, LOC101739725,<br>LOC101736444, ALG-2, LOC101739226, LOC101736510,<br>LOC101737181, PLCB4, LOC101738867, MLC-2, LOC101736902,<br>NOTCH, LOC733030, LOC101739353, LOC101746167                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| GO:0005515 | Molecular Function | protein binding                   | LOC105842604, LOC100862826, LOC101746375, INR,<br>LOC101746770, LOC110385547, LOC101742624, LOC101742972,<br>RPTOR, LOC101736634, LOC105841612, LOC100302603,<br>LOC110385321, LOC101738715, LOC101741388, LOC101745689,<br>LOC101743627, LOC101736187, LOC101741950, LOC101741238,<br>LOC101744691, LOC101742557, LOC101744789, LOC105842243,<br>LOC101745037, LOC101744900, LOC101738080, LOC101739693,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

|            |                    |                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|------------|--------------------|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|            |                    |                    | LOC101743174, LOC101740990, LOC101736718, LOC101744340,<br>LOC101742925, LOC101738046, LOC101739495, LOC692743,<br>LOC101747166, LOC101744987, LOC101739771, LOC101745654,<br>LOC101742827, LOC101744221, LOC101735329, LOC692993,<br>LOC101744990, LOC101744757, LOC101736444, LOC101739972,<br>LOC101742761, LOC101745704, LOC101736349, LOC101738302,<br>LOC101736446, LOC101741626, LOC101742459, LOC101744927,<br>LOC105842097, LOC101745111, LOC101745226, LOC101739475,<br>LOC101743536, LOC101739226, LOC101744698, LOC101735737,<br>LOC101741109, LOC101744865, LOC101744498, LOC101737629,<br>LOC101735914, LOC101747200, LOC101745889, LOC110384794,<br>LASP, LOC105842623, LOC101745630, LOC101737181,<br>LOC101735324, LOC101743372, LOC101740863, LOC101742874,<br>LOC101737509, LOC101743161, LOC692748, LOC101745030,<br>LOC101739624, LOC101747066, LOC101741145, LOC110386833,<br>LOC101741117, LOC101743348, LOC101739367, LOC101744741,<br>LOC101738472, LOC101736050, LOC101738342, NOTCH,<br>LOC101737507, LOC101743656, LOC101741888, LOC101742593,<br>LOC101737173, LOC101743453, LOC101745400, LOC101745569,<br>MEF2, LOC101740550, LOC101736324, LOC101735855,<br>LOC101739353, GAS2, LOC101739406, LOC101747115,<br>LOC101744081, LOC101744550, LOC101745219, LOC101737382,<br>LOC101743588 |
| GO:0023052 | Biological Process | signaling          | INR, LOC101746180, LOC119629516, LOC101740156,<br>LOC101742254, RPTOR, LOC101741396, LOC101741238,<br>LOC110386536, LOC101738201, LOC101745749, LOC101743771,<br>LOC101740990, LOC101746240, LOC101735930, NGR-B1,<br>LOC101743950, LOC101739615, LOC101743223, LOC778495,<br>LOC101746458, LOC105841761, LOC101735646, LOC119628413,<br>SER-4, OR-53, LOC101745704, OR-59, LOC101737151,<br>LOC101740270, LOC101739209, LOC101739475, LOC101745630,<br>PLCB4, LOC101737500, LOC101743372, LOC101737509,<br>LOC101743161, LOC101742582, NOTCH, LOC101742593,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| GO:0007154 | Biological Process | cell communication |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

|            |                    |                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|------------|--------------------|---------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|            |                    |                                                   | LOC101745569, LOC101739146, LOC101739406, LOC101744814, LOC101743722, LOC101737382, LOC101743588                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| GO:0007165 | Biological Process | signal transduction                               | INR, LOC101746180, LOC119629516, LOC101742254, RPTOR, LOC101741396, LOC101741238, LOC110386536, LOC101738201, LOC101745749, LOC101743771, LOC101740990, LOC101735930, NGR-B1, LOC101743950, LOC101739615, LOC101743223, LOC778495, LOC101746458, LOC105841761, LOC101735646, LOC119628413, SER-4, OR-53, LOC101745704, OR-59, LOC101737151, LOC101740270, LOC101739209, LOC101739475, LOC101745630, PLCB4, LOC101737500, LOC101737509, LOC101743161, LOC101742582, NOTCH, LOC101742593, LOC101745569, LOC101739146, LOC101739406, LOC101744814, LOC101743722, LOC101737382, LOC101743588 |
| GO:0051171 | Biological Process | regulation of nitrogen compound metabolic process | LOC101737089, LOC101747141, LOC101739770, LOC101735723, LOC105841689, LOC100302603, ABD-B, LOC101739974, NANOSO, LOC101741238, LOC101738933, LOC101744662, LOC101736180, LOC101738468, LOC101735602, LOC101736789, LOC101738029, GATA-BETA, LOC101739274, LOC101742164, LOC101744757, LOC101738302, LOC101735390, LOC101743730, LOC101735982, SGF3, LOC101744528, SERPIN-13, LOC101735441, LOC101738629, BMGEMININ, LOC110386833, LOC110384829, LOC101744796, LOC101738764, MEF2, LOC101747187, OR                                                                                       |
| GO:0080090 | Biological Process | regulation of primary metabolic process           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

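Whole larvae of Bombyx mori without the contents of the gut were measured by stranded total RNA sequencing, with 1 larva per library and 3 libraries for each of the 4 strains Lat21, B221, NC144 and CN144. The 12 libraries were assigned to strain and replicate by the names of the columns of the count table, which match the sample labels. All of its count columns were used.
The authors trimmed the reads with fastp, aligned them with STAR in a pair of passes to the NCBI RefSeq assembly named in Table S3, and counted them per gene with featureCounts 2.0.6. The counting was reverse-stranded, counted the mates of a pair separately, assigned a read that overlapped several genes to all of them, and gave each alignment of a multimapping read a fraction of a count. The values the authors deposited are therefore estimated counts, not whole and not normalized, for 18129 genes. Positions come from a table of NCBI RefSeq genes for the same assembly, ASM3026992v2, which matched 17753 of the genes. Rounding the counts to whole numbers and the division of reads among copies could both change the values of genes at low levels.
The design foresaw whole counts. Because the values turned out to be estimated counts, they were rounded before the tests and the tests were kept. The summed count per library lay between 31723876 and 64620103, with a median of 50747200, and 45.0% to 56.6% of it fell on 132 ribosomal RNA genes. A count of up to 3 was treated as not above the floor, which covers counting error only.
Tests were run in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 after its filter on low counts (filterByExpr) and TMM scaling, with Benjamini-Hochberg adjustment and an adjusted p under 0.1. Where stated, an absolute log2 fold change over 1 was also required, as in the paper. Hybrids were compared with parents, with 6 larvae in each group, and NC144 with CN144, with 3 in each. A further model with one mean per strain gave each hybrid against the mean of the parents and Lat21 against B221. Levels are CPM with TMM scaling, and clusters and principal components used log2 CPM with a prior count of 2. Single values were compared with two-sided exact permutation tests. Families and lists of genes were tested with limma 3.58.1, by camera with a preset correlation of 0.01 and by the rotation test fry. Camera compares a set with the other genes, and fry tests the set alone. No test was made for zinc finger proteins, with 0 genes found by symbol, for forkhead box proteins, with 1, or for muscle markers, with 0.
The rule for named genes was to take every gene that the paper names with an identifier, and in each comparison and direction the 5 genes with the largest log2 fold change among those that passed both thresholds with no overlap between the groups. Genes that took over 1% of a library were listed as a check on composition. There were 38 of them, 21 of which were ribosomal RNA genes.
The tests were checked on simulated counts with 200 changed genes, all with a change of the same size. The counts were drawn for each gene independently from a negative binomial with the dispersions that edgeR estimated. For 6 against 6 libraries and 12572 simulated genes, edgeR recovered 175 of the changed genes and 9.33% of its calls were false, and DESeq2 1.42.0 recovered 187 with 32.5% false. For 3 against 3 and 12376 simulated genes, edgeR recovered 122 with 9.63% false, and DESeq2 recovered 171 with 36.4% false. The simulation held no axis shared between genes, and edgeR called 0 genes in the deposited counts of this comparison. The false shares are therefore no estimate for the deposited data.
The alternatives were DESeq2 with its own size factors and filter, RLE size factors, leaving out genes over 1% of a library, no filter on low counts, at least 10 counts in every library, robust dispersions, limma-voom with quality weights, the replicate number as a block, the model with one mean per strain, an adjusted p under 0.05, and each larva left out in turn. The qPCR measurements, the phenotypes and the de novo assembly were not analysed here.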

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

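Among the tests below, the look at the silk gland genes and the size expected from the share of ribosomal RNA were chosen only after the result was seen.
In 87 groups of 6 larvae tested for a single value apart from the rest, 4 had one, where 4.35 would be expected by chance. All 4 lay among the hybrids. The gloverin gene glv4-like was at 0.218 CPM in CN144-3, and the gap to the next larva was 0.641 of the whole range on the log2 scale. This level rests on 3 counts, so counting error limits it. Without CN144-3 the log2 fold change against the parents was 2.92, with an adjusted p of 0.0947 in edgeR's quasi-likelihood test, against 2.62 and 0.143 with it. Over the alternatives for this gene, apart from leaving out larvae, the adjusted p ran from 0.0305 to 0.223.
Hsp90 in NC144-1 was at 373 CPM, a gap of 0.659 of the range, from 19703 counts, so counting error does not account for it. Without NC144-1 the log2 fold change was 1.15 in place of 2.25. LOC101744777 was lowest in NC144-1, with 0.492 CPM from 26 counts and a gap of 0.671 of the range, and its fall in the hybrids kept an adjusted p under 0.1 without that larva. Why these genes stood apart in NC144-1 was not tested, and neither was a biological explanation.
Ser3 was at 82.0 CPM in CN144-3, a gap of 0.645 of the range, from 1128 counts. CN144-3 also had the lowest TMM factor of the 12 libraries, 0.347. The log2 fold change of Ser3 between NC144 and CN144 was −3.62. The other sericin genes were lower in NC144 too, Ser2 with −0.79 and LOC101740082 (sericin 1) with −1.51, while the fibroin genes went both ways, FIBH with −0.50, Fib-l with 0.48 and P25 with 0.21. By larva, sericin 1 was at 1508 CPM in CN144-3, between 567 CPM in CN144-2 and 1916 CPM in CN144-1. Sericin 1 therefore did not stand apart in CN144-3 as Ser3 did. More RNA from the cells that make sericin in CN144-3 and a different stage of development stay open and were not tested.
The difference between the hybrids in their change from the parents was tested for every gene in the model with one mean per strain, and 2 genes had an adjusted p under 0.1. LOC101747111 (chromosome 9, 9654532 to 9670764) had 97.5 ± 12.9 CPM (SD, n = 3) in NC144, 19.0 ± 2.49 in CN144, 19.2 ± 1.51 in Lat21 and 32.8 ± 12.1 in B221. The log2 difference was 2.36 (adjusted p = 0.0333 from edgeR's quasi-likelihood test). LOC101742562 (chromosome 22, 6973215 to 6979904) had 18.5 ± 11.2 CPM in NC144, 0.973 ± 0.346 in CN144, 1.16 ± 0.256 in Lat21 and 5.65 ± 2.87 in B221, a log2 difference of 4.21 (adjusted p = 0.0657). With the 6 hybrid larvae alone both had an adjusted p of 0.268, and with limma-voom 0.0964 and 0.111. The DESeq2 Wald test between the hybrids gave adjusted p of 2.19e-20 and 1.48e-10. Their values were not whole in 12 and 11 libraries, so reads shared with other places enter them. The direction of the cross and the position of the genes relative to each parent's alleles stay open and were not tested.
Between the RNA-seq libraries of the parental strains, 545 genes had an adjusted p under 0.1. With the 6 parental larvae alone the count was 526. In the separate fits made for the splits of these larvae it was 496. Of the 10 splits, 1, the real one, gave as many, while the others gave at most 10. With 10 splits the share cannot go under 0.1.
Ribosomal RNA genes took a median of 50.7% of the counts, and these genes stayed in the counts that were tested. The share was 51.1% ± 3.44 (SD, n = 6) in the hybrids and 51.6% ± 4.60 in the parents (exact permutation test, two-sided p = 0.816), which argues against it as the cause of the calls between them. Between NC144 and CN144 the difference in share predicts a change of only −0.0419 in the mean log2 CPM of the 500 largest falls.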

How the results depend on the processing

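The alternatives with adjusted deviances and with the TMM factor as a covariate were chosen after seeing the data, and the others before the data were examined. The cause of the changes given here was not tested, apart from the smaller number of genes or larvae in a fit. The alternative that leaves out genes with many soft-masked bases was not run.
Between hybrids and parents, the count of 796 genes became 1419 with DESeq2, 523 with no filter on low counts, 1283 with the TMM factor as a covariate and 415 at an adjusted p under 0.05. The 102 genes higher in the hybrids with a log2 fold change over 1 became 202 with DESeq2, 169 in the model with one mean per strain and 60 at an adjusted p under 0.05. RLE size factors (806), leaving out genes over 1% of a library (800), robust dispersions (795), at least 10 counts in every library (975), limma-voom (1172), the model with one mean per strain (1055) and adjusted deviances (947) stayed within 1.5 times. Across the 12 fits that each left out one larva, the count lay between 441 and 769, the genes higher with a log2 fold change over 1 between 64, without Lat21-1, and 142, and those lower between 88, without B221-2, and 149. It fell by over 1.5 times without Lat21-1 (450), B221-1 (457), B221-2 (492), B221-3 (441), NC144-2 (466) or NC144-3 (519).
The called genes were 40.2% higher in the hybrids (320 higher, 476 lower). This was 46.3% with RLE size factors (373 and 433), 47.6% with DESeq2 (676 and 743), 47.5% with one mean per strain (501 and 554) and 51.4% with the TMM factor as a covariate (660 and 623). It was 56.0% without CN144-1 (331 and 260), 56.9% without CN144-2 (413 and 313) and 60.5% without CN144-3 (462 and 302), so which direction holds more genes depends on these choices.
Between NC144 and CN144, the count of 0 genes (1821 at an unadjusted p under 0.05) became 959 with DESeq2, of which 66 were higher and 753 lower with an absolute log2 fold change over 1. It became 1 with limma-voom and 2 with one mean per strain, all higher in NC144, and stayed 0 in the other alternatives and in the 6 fits that each left out one larva. With the TMM factor as a covariate, 561 genes had an unadjusted p under 0.05, where 619 would be expected by chance. The factor separates the hybrids without overlap (1.27 to 1.38 in NC144, 0.347 to 0.922 in CN144), so this fit takes up the difference between them and decides nothing about it.
The count for NC144 against the parents, 1326, lay between 681 and 1307 with one larva left out, and for Lat21 against B221, 545, between 245 and 691. The first fell by over 1.5 times without Lat21-1 (825), B221-1 (681), B221-2 (727), B221-3 (749), NC144-1 (703) or NC144-2 (801), and the second without Lat21-1 (351), Lat21-2 (245), B221-1 (259), B221-2 (342) or B221-3 (280). The second was 1019 with DESeq2 and 335 with at least 10 counts in every library. The count for CN144 against the parents, 241, was 1061 with DESeq2, 133 with no filter on low counts and 370 with at least 10 counts in every library. With one larva left out it lay between 2, without B221-1, and 1347, without Lat21-3, and it moved by over 1.5 times without every other larva but CN144-2 (211): Lat21-1 18, Lat21-2 63, B221-2 92, B221-3 38, NC144-1 502, NC144-2 61, NC144-3 75, CN144-1 63 and CN144-3 28.
Libraries with the same replicate number did not deviate together. The correlation of their deviations was over 0.1 in 4 of 18 pairs, from −0.553 to 0.512, with a median of −0.095. With the replicate number as a block, 451 genes were called between hybrids and parents, 593 between NC144 and the parents and 1 between CN144 and the parents.
The antimicrobial peptide and heat shock families stayed higher in the hybrids in every alternative run for them, with medians of 1.71 to 2.34 and 1.15 to 1.83 with one larva left out. The cuticular proteins, with a median of −0.35 in NC144, had p = 0.172 under limma's fry, which takes the correlation between genes from the larvae, in place of p = 3.61e-06 under camera. Their median lay between −0.74, without NC144-2, and −0.13, without NC144-1, where the camera p was 0.0713. The clustering of all genes placed 6 of the 12 larvae with their group, and 7 with the 500 most variable genes or a prior count of 10. The parent of origin correlation of 0.014 lay between −0.125, without NC144-2, and 0.221, without Lat21-3.
Of the 26 genes named between hybrids and parents, none changed direction in any alternative. Across all of their alternatives, 51 results became weaker and 18 stronger. Of the 10 named between NC144 and CN144, Ser3 reversed to 0.18 with the TMM factor as a covariate, in that same fit, and all 10 passed the threshold with DESeq2 only. Low counts limit LOC101739536, CECB1, CecB1, Enb2, glv4-like, CPR39 and CPR60, which had 3 counts or fewer in at least 1 library.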

Differences from the paper's values

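For hybrids against parents, the paper reports 1419 genes at an adjusted p under 0.1, and edgeR's quasi-likelihood test gave 796. Of the alternatives set before the data were examined, DESeq2, which the paper used, gave 1419. At least 10 counts in every library (975), limma-voom (1172) and the model with one mean per strain (1055) came within 1.5 times of the paper's value. RLE size factors, leaving out genes over 1% of a library, no filter, robust dispersions, the replicate number as a block, an adjusted p under 0.05 and leaving out any one larva did not. Adjusted deviances (947) and the TMM factor as a covariate (1283), both chosen after seeing the values, also came within it. For genes higher in the hybrids with a log2 fold change over 1, the paper reports 202 and edgeR gave 102. DESeq2 gave 202, and limma-voom (136), the model with one mean per strain (169), the fit without CN144-2 (142), the fit without CN144-3 (141) and, chosen after seeing the values, the TMM factor as a covariate (148) came within 1.5 times. The other alternatives did not.
For NC144 against CN144, the paper reports 959 genes, with 66 higher and 753 lower in NC144 past the threshold on the log2 fold change. The corresponding edgeR counts were 0, 0 and 0, with 1821, 177 and 905 at an unadjusted p under 0.05. DESeq2 gave 959, 66 and 753. None of the other alternatives set before the data were examined closed the gap.
The paper states that gloverin, HSP20.4 and sericin 1 rose in the hybrids as differentially expressed genes. The adjusted p from edgeR's quasi-likelihood test was 0.143 for glv4-like, 0.172 for Hsp20.4 and 0.18 for LOC101740082 (sericin 1), with the direction the paper gives. The genes of Table S5 also include CECB1, which the filter on low counts removed here, and the Hsp70 gene of chromosome 27, with an adjusted p of 0.104. DESeq2 gave them 0.000568 and 0.0184. Without the filter CECB1 had 0.061. Hsp70 also passed 0.1 with RLE size factors (0.0958), at least 10 counts in every library (0.0767), limma-voom (0.0639), one mean per strain (0.087), without B221-2 (0.0821), CN144-1 (0.0886) or CN144-3 (0.0921) and, chosen after seeing the values, with adjusted deviances (0.0849) and the TMM factor as a covariate (0.0829). The other gloverin gene, glv3, had 0.0902 by edgeR. glv4-like passed 0.1 with DESeq2 (0.0305), limma-voom (0.0574), one mean per strain (0.0448) and without CN144-3 (0.0947). Hsp20.4 passed with DESeq2 (0.0551) and without Lat21-3 (0.066), and LOC101740082 with DESeq2 (0.0631) and limma-voom (0.0574).
The paper states that HSP70 and AKR2E4 were higher and that EFHD1, Hem, InR, SGF-3, CPR60, CPR103, CPR9 and sericin 3 were lower in NC144 as differentially expressed genes. The directions were those of the paper, the adjusted p from edgeR lay between 0.268 and 0.282 for the 9 genes tested, and CPR60 was removed by the filter on low counts. All of them passed 0.1 with DESeq2, and none did with another alternative.
The paper describes a relatively equal distribution of upregulated and downregulated genes between parents and hybrids in Figure 1A. Of the called genes, 40.2% were higher in the hybrids, and 47.6% with DESeq2.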

Other observations

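Among the tests below, those on genomic DNA, silk gland and integument markers, reads without a feature, InR and LOC692743, the storage protein gene Sp1, and the comparisons of size for ribosomal RNA and silk gland and of the heat shock and antimicrobial peptide genes in CN144 were chosen only after the result was seen.
Other splits of the same larvae were fitted as a check on the counts of called genes. Between hybrids and parents, 1 of the 100 splits, the real one, gave as many genes as 796, and the others gave at most 1. At an unadjusted p under 0.05, 2 of the 100 splits were as large as the real one with 2194 genes, the other with 2214. With DESeq2, 1 of the 100 splits gave as many as 1419 genes, and the others had a median of 12 and reached 1246. For NC144 against the parents, with one mean for the parents, 1 of the 84 splits gave as many as 1078 genes, and the next, with 278, set B221 apart from the other larvae. For CN144 against the parents, 6 of the 84 splits gave as many as 101 genes. Of the 5 besides the real one, 2 set a parental strain apart, Lat21 with 259 and B221 with 193, and so hold strain differences, while 3 mixed strains and gave 113, 386 and 388. Between NC144 and CN144, 10 of the 10 splits gave at least the real count of 0. At an unadjusted p under 0.05, the real split had 1821 genes, the most of the 10, and the next had 1017. DESeq2 gave 959 genes in the real split, and 1 of the 10 splits gave as many, while the others gave between 2 and 660 with a median of 33. With 10 splits the share cannot go under 0.1.
At an unadjusted p under 0.05, 1124 genes were lower and 697 higher in NC144 against CN144, and DESeq2 called more genes lower than higher. Across all genes the median log2 fold change was 0.03, but the scaling of the libraries sets this centre. Of the genes without overlap between the hybrids, 1564 were higher and 1351 lower, a balance that rests on the same scaling. Neither value shows whether the excess is confined to genes past such thresholds. Several explanations of the excess were tested. For the share of ribosomal RNA, the test set beforehand came out as it would if the share were the cause. Across the 6 parental larvae, which are not in the comparison, the 500 largest falls had a median correlation with this share of 0.749, above all of 10000 random sets (95% between −0.143 and 0.011). The share was 50.9% ± 2.24 (SD, n = 3) in NC144 and 51.2% ± 4.95 in CN144, however, so that the slope over the parents predicts a difference of −0.0419 in their mean log2 CPM, where −2.28 was observed. CN144-3 alone does not account for the excess, since DESeq2 still called 569 genes lower without it. Genes on the Z chromosome, chromosome 1, do not account for it either. They made up 2.28% of the genes that DESeq2 called lower in NC144 against 4.11% of the others (Fisher's exact test, one-sided p = 0.998). An effect of sex on genes of other chromosomes stays open, since this test cannot see it.
A low TMM factor of the library stays open. Over the 6 parental larvae the 500 largest falls had a median correlation with the log2 TMM factor of −0.881, where random sets lay between 0.0288 and 0.149 and 0 of 10000 were as low. The slope over the parents predicts a difference of −2.09 between NC144 and CN144. These genes may therefore belong to an axis that varies between larvae of any strain. The TMM factor does not tell a technical axis, such as RNA quality, from a biological one, such as tissue make-up or physiological state. Reads that do not come from mature transcripts stay open too, since the counts of these genes rose with exonic length more than in random sets (Spearman's rho across genes 0.388, random median 0.172, 0 of 2000 as high; genes are not independent replicates). Their median exonic length was 3007 bases, against 2597.
More reads outside annotated genes in CN144 cannot be told apart from this axis. Over the 6 parental larvae, the no-feature share of Table S4 had a Pearson r of −0.751 with the log2 TMM factor (exact permutation test, two-sided p = 0.0542) and a Spearman's rho of −0.886 (exact p = 0.0333), and r was −0.714 without the 2 larvae farthest from the median. Over the 6 hybrid larvae r was −0.649 (exact p = 0.164).
Silk gland and integument were looked at through marker genes. The 5 silk gland markers had a median log2 fold change of −0.50 in NC144, and 1601 of 10000 random sets were as low, but they went both ways, so this median decides nothing. The 3 fibroin genes FIBH (−0.50, standard error 0.60), Fib-l (0.48, 0.45) and P25 (0.21, 0.40) each stayed more than 2 standard errors above the least of the 500 largest falls, −1.92, which argues against a smaller share of the whole silk gland as the cause of these falls. The sericin genes were lower in NC144, and the part of the gland that makes sericin stays open. The 73 integument markers had a median of −0.36, with 17 higher and 56 lower, and 9 of 10000 random sets were as low. Their camera p was 1.01e-05 and their fry p 0.102. A smaller share of integument in NC144 therefore stays open, although this median is well short of the least of the 500 largest falls, −1.92. Fat body (3 genes), midgut (4), hemocyte (2) and gonad markers (2) had medians of −0.20, 1.13, −0.61 and −0.92 in NC144, and the fry p was above 0.1 for each of these 4 lists, while the camera p of the midgut markers was 0.00226 (one fixed correlation between genes). In the hybrids against the parents, the medians of silk gland, fat body, midgut, hemocyte, integument and gonad markers were 0.33, 0.88, 0.26, 0.39, 0.063 and 0.55.
InR and LOC692743 fell in NC144 by RNA-seq, while by qPCR the paper reports that both appeared upregulated in NC144, with a significant difference between the hybrids for LOC692743 (Hem) and none for InR. Over the 6 parental larvae, the log2 CPM of InR had a Pearson r of −0.972 with the log2 TMM factor (exact permutation test, two-sided p = 0.00417, adjusted over the 2 genes 0.00833) and a Spearman's rho of −0.943 (exact p = 0.0167), and r was −0.968 without the 2 larvae farthest from the median. For LOC692743, r was −0.933 (exact p = 0.0125, adjusted 0.0125) and rho −0.886 (exact p = 0.0333), and r was −0.868 without the 2 larvae. Within a strain there are too few larvae for a value. Both genes may follow the axis of the TMM factor by RNA-seq, which leaves the rise by qPCR unexplained. Reads shared with the ribosomal RNA array beside LOC692743 stay open, since the relation of its log2 count to that of the 53 ribosomal RNA genes on chromosome 11 over the 12 larvae was too loose to decide (Pearson r = −0.424, permutation p = 0.174; Spearman's rho = −0.301, permutation p = 0.342; r = −0.172 without the 2 larvae farthest from the median).
For the genes called between hybrids and parents, the share of ribosomal RNA did not differ between the groups (exact permutation test, two-sided p = 0.816). Rearing season cannot be told apart from the cross, since the parents and the hybrids were reared in different rounds. All 796 genes changed in the same direction in both hybrids, which decides nothing, since they were chosen on the pooled hybrids and both hybrids were set against the same parents. The 14 listed heat shock and antimicrobial peptide genes were chosen on the pooled hybrids too, but 11 of them were over 2 standard errors above the parents in CN144, which argues against a rise in NC144 alone for the list. For Hsp90, Hsp20.4 and Hsp70, which were not, with a smallest adjusted p of 0.387 in edgeR's quasi-likelihood test, it stays open. Of the 14, 13 had an adjusted p under 0.1 in NC144 and 5 in CN144.
One split of the hybrids that crosses the strains, NC144-1, NC144-3 and CN144-2 against the other 3 larvae, gave 313 genes with an adjusted p under 0.1, of which 301 were higher in these 3 larvae. None was among the genes DESeq2 called between NC144 and CN144 or those called between hybrids and parents, and 168 had at most 3 counts in each of the other 3 larvae. Of these genes, 9.90% lay on chromosome 1, the Z chromosome, against 3.84% of the others (Fisher's exact test, one-sided p = 2.87e-06). Sp1 (chromosome 23, 15570442 to 15575287), a storage protein gene chosen after its values were seen, was 52.5-fold higher in the lowest of the other 3 larvae than in the highest of these (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The sex of the larvae, which were not sexed, may therefore add differences between larvae that the strain does not explain. The test of a low TMM factor decides nothing for these genes. Their median correlation with the log2 factor over the parents, 0.0936, lay above 95% of random sets (−0.111 to 0.0193) but is near 0 and under the 0.116 over all genes. Nor did their level follow the factor in the single larvae, with a median over the 301 genes of 0.0256 CPM in NC144-2 (factor 1.27) and 3.05 CPM in CN144-2 (0.922), and of 0.138 CPM in Lat21-2 (1.57) and 2.50 CPM in B221-2 (0.808). No larva was assigned a sex.
For the families, the camera p of the antimicrobial peptides was reached by 4 of the 100 splits, and that of the heat shock proteins by 1 of the 100 splits, the real one. For the cuticular proteins, 5 of the 10 splits gave as small a p, so camera gives small values for other groupings of larvae too.
A parent of origin effect on the difference between the reciprocal hybrids was looked for as a correlation across genes between NC144 against CN144 and Lat21 against B221. It was 0.014 over 13449 genes (autosomes 0.013, Z chromosome 0.058), and 96 of the 100 pairs of splits gave one as large. The splits had a median correlation of 0.216 (SD 0.141), so 0 is not the value to expect without an effect. The real value was below this median, and no positive correlation beyond the splits was seen. Across genes this is no test on replicates, so it cannot decide whether the low value reflects an effect.
Against each parent separately in the model with one mean per strain, 181 genes were above both parents and 135 below both in NC144, and 11 and 25 in CN144. Whether the hybrids differ in these counts was not tested.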
